# Spliceosome-mediated decay (SMD) regulates expression of nonintronic genes in budding yeast

**DOI:** 10.1101/gad.221960.113

**Published:** 2013-09-15

**Authors:** Adam Volanakis, Monica Passoni, Ralph D. Hector, Sneha Shah, Cornelia Kilchert, Sander Granneman, Lidia Vasiljeva

**Keywords:** spliceosome, mRNA, spliceosome-mediated decay (SMD), exosome, RNA degradation

## Abstract

We uncovered a novel role for the spliceosome in regulating mRNA expression levels that involves splicing coupled to RNA decay, which we refer to as spliceosome-mediated decay (SMD). Our transcriptome-wide studies identified numerous transcripts that are not known to have introns but are spliced by the spliceosome at canonical splice sites in *Saccharomyces cerevisiae*. Products of SMD are primarily degraded by the nuclear RNA surveillance machinery. We demonstrate that SMD can significantly down-regulate mRNA levels; splicing at canonical splice sites in the bromodomain factor 2 (*BDF2*) transcript reduced transcript levels roughly threefold by generating unstable products that are rapidly degraded by the nuclear surveillance machinery. Regulation of *BDF2* mRNA levels by SMD requires Bdf1, a functionally redundant Bdf2 paralog that plays a role in recruiting the spliceosome to the *BDF2* mRNA. Interestingly, mutating *BDF2* 5′ splice site and branch point consensus sequences partially suppresses the *bdf1Δ* temperature-sensitive phenotype, suggesting that maintaining proper levels of Bdf2 via SMD is biologically important. We propose that the spliceosome can also repress protein-coding gene expression by promoting nuclear turnover of spliced RNA products and provide an insight for coordinated regulation of Bdf1 and Bdf2 levels in the cell.

## Abstract (precis)

This study uncovers a role for the spliceosome in regulating mRNA expression levels. Transcriptome-wide studies reveal splice junctions in transcripts that are not known to have introns in budding yeast. Volanakis et al. show that spliceosomal cleavage of bromodomain factor 2 (BDF2) mRNA generates unstable products degraded by the nuclear surveillance machinery, and BDF2 regulation requires its paralog, Bdf1. The authors thus propose a mechanism—termed spliceosome-mediated decay (SMD)—for the regulation of gene expression involving splicing coupled to RNA decay.

The biogenesis of pre-mRNA involves multiple processing reactions, including 5′ capping, splicing, cleavage, and polyadenylation at the 3′ end, leading to production of translationally competent mRNA (Moore and Proudfoot 2009). In nuclear pre-mRNA splicing, the excision of introns is catalyzed by the spliceosome, a ribonucleoprotein machine comprising five small nuclear RNAs (snRNAs) and >100 conserved proteins (Wahl et al. 2009). Spliceosomal snRNAs contain a conserved PuAU_4–6_GPu sequence called the Sm site, which provides a platform for the assembly of the heteroheptameric Sm complex, comprised of seven Sm proteins: SmB/B′, SmD1, SmD2, SmD3, SmE, SmF, and SmG (Beggs 2005). These form a ring, referred to as the Sm complex, around the Sm site of the spliceosomal U1, U2, U4, and U5 snRNAs, and play roles in multiple aspects of small nuclear ribonucleoprotein (snRNP) biogenesis. The U6 snRNA associates with a structurally related set of seven Lsm (like Sm) proteins. Being a part of several snRNPs, the Sm complex was shown to facilitate assembly of the spliceosome on pre-mRNA (Zhang et al. 2001) and play a role in multiple aspects of snRNA biogenesis, such as cellular localization, processing, and stability.

The spliceosomal snRNPs and multiple non-snRNP proteins assemble cotranscriptionally on pre-mRNAs through recognition of the 5′ splice site (5′ss), the branch point (BP), and the 3′ss to form the spliceosome (Carrillo Oesterreich et al. 2011). This involves interactions of the spliceosomal components with the 5′ cap-binding complex and the C-terminal domain (CTD) of RNA polymerase II (RNA Pol II). Splicing factors such as yeast Prp40 and several human SR proteins were implicated in mediating interactions with the phosphorylated CTD (Morris and Greenleaf 2000; Kotovic et al. 2003). Previous analyses of spliceosomal recruitment to RNA Pol II-transcribed genes were performed by studying the genome-wide distribution of the individual components of the spliceosome using chromatin immunoprecipitation (ChIP) (Kotovic et al. 2003; Moore et al. 2006; Tardiff et al. 2006). Surprisingly, these studies revealed that spliceosomal components are also recruited to some genes whose transcripts are not known to be spliced. It was recently shown that several nonintronic transcripts can be spliced; however, it remained unclear whether this had any regulatory role or was the result of stochastic splicing events that occur due to the lack of specificity in the spliceosome recruitment (Harigaya and Parker 2012).

Unexpectedly, by sequencing SmD1-associated RNAs, we identified many RNA Pol II transcripts that are not known to be spliced, indicating that spliceosome assembly on nonintronic mRNAs may be a common phenomenon. To understand the functional significance of this discovery, we analyzed the effect of splicing mutants and strains defective in RNA surveillance on the protein-coding transcriptome. Remarkably, these mutants displayed a marked up-regulation of a number of intronless mRNAs, including bromodomain factor 2 (*BDF2*) mRNA, which encodes a bromodomain factor, and *OYE3* mRNA, which encodes an NADPH oxidoreductase. Interestingly, it was previously shown that *BDF2* overexpression is toxic, implying that it could be important to down-regulate levels of this transcript in the cell (Yoshikawa et al. 2011; Fu et al. 2013). We demonstrate that splicing of these mRNAs at consensus splice sites generates unstable products that are primarily degraded by the nuclear RNA surveillance machinery. This spliceosome-mediated decay (hereafter referred to as SMD) of *BDF2* mRNA is dependent on Bdf1, another bromodomain-containing protein, providing a plausible explanation of how expression of these paralogous genes is regulated. Mutating *BDF2* 5′ss and BP consensus sequences suppressed *bdf1Δ* growth phenotypes, suggesting that maintaining proper levels of Bdf2 via SMD is biologically important. We propose a model in which SMD regulates coordinated expression of Bdf1 and Bdf2. Collectively, our results have revealed a new role for the spliceosome in the regulation of mRNA expression.

## Results

### Purification and analyses of the Sm complex-bound RNAs

To identify RNA targets of the spliceosome, we purified spliceosome-associated RNAs by affinity chromatography using a strain expressing tandem affinity purification (TAP)-tagged SmD1, a protein required for stabilizing the U1 snRNA–pre-mRNA interaction (Zhang et al. 2001). As a negative control, we used a nontagged parental strain. SmD1-coprecipitated RNA was extracted and analyzed by Northern blotting and high-throughput RNA sequencing (RNA-seq). 

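SmD1-TAP purifications were sequenced as 2 libraries, beside 2 libraries of purifications from an untagged strain as controls. SmD1 is a core protein of the Sm ring that assembles on spliceosomal snRNAs, and the TAP tag lets it be recovered together with bound RNA. The SmD1-TAP libraries held 198182 and 174321 uniquely mapped reads and the controls 88027 and 98520. The files of the authors list read intervals with their read counts and strand, and of these reads 84.5% and 85.9% in SmD1-TAP and 84.8% and 81.9% in the controls lay on the sense strand of a single gene. Distinct intervals made up 39.2% and 34.8% of the SmD1-TAP reads but 87.1% and 88.4% of the control reads. Reads on protein-coding genes were 31.3% and 26.0% of the SmD1-TAP reads and 81.6% and 77.2% of the control reads, since snRNAs took much of the former. For this reason read counts per gene were scaled by TMM, with factors of 0.504 and 0.398 for SmD1-TAP and 2.27 and 2.20 for the controls, before edgeR's quasi-likelihood test over 2966 genes. With these factors the median log2 fold change of all genes was -0.08; scaled by library size only it was -2.35, so that log2 fold changes given for SmD1-TAP are relative to the typical gene and not to the total RNA recovered. Counts of the 2 SmD1-TAP libraries differed by more than sampling noise (chi-square over degrees of freedom of 2.02 across 2200 genes), as did those of the controls (1.25 across 2891 genes). The labels call the second library of each pair a biological replicate and the paper speaks of separate SmD1-TAP experiments, but neither says whether the cultures were separate, so p-values measure only the spread between these libraries, which may be technical. The labels give growth at 37°C for 2 h for all 7 libraries of the study, whereas the paper gives this shift only for the strains used for total RNA. Reads carry no molecular identifiers, so binomial intervals and count floors given for any library cover counting error only.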

Methylene blue staining of total RNA showed a significant depletion of ribosomal RNAs (rRNAs) in the SmD1 pull-down compared with input (Supplemental Fig. 1A). Conversely, Northern analysis revealed substantial enrichment of the Sm site-containing RNAs U1 (Supplemental Fig. 1A) and telomerase (*TLC1*) (data not shown), validating the biological relevance of this approach. U1 was undetectable in the mock samples, demonstrating the specificity of the results (Supplemental Fig. 1A, lanes 5,7). Mass spectrometric analysis of coprecipitated proteins identified other Sm complex members (SmB, SmD1, SmD2, SmE, and SmG) and many spliceosome components (Supplemental Fig. 1B).

Bioinformatics analysis of the RNA-seq data (Supplemental Table 1) revealed that 35%–40% of uniquely mapped cDNAs corresponded to snRNAs directly bound by the Sm complex, with the highly abundant U2 snRNA being the most highly represented RNA. 

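U2 snRNA (LSR1, chromosome II, 680688–681862 of R64) alone took 47.6% of the reads in the first SmD1-TAP library and 54.4% in the second, against 1.06% and 1.67% in the controls. U1 snRNA (SNR19) followed with 4.60% in each SmD1-TAP library and 0.183% and 0.299% in the controls. U5 snRNA (given as SNR7-L, with its long and short forms counted together) had 168 and 159 reads in SmD1-TAP and 7 and 11 in the controls. U4 snRNA (SNR14) had 69 and 58 reads against 0 and 1, a pooled ratio of 277 with a counting interval of 48.8 to 11014. Together the Sm-class snRNAs made up 52.3% of SmD1-TAP reads (95% exact binomial interval 52.1–52.5%) in the first library and 59.2% (58.9–59.4%) in the second. The paper gives 35% to 40%, and none of the ways of counting used here fell in that range. The control shares were 1.26% (1.18–1.33%) and 1.98% (1.89–2.07%). With edgeR, LSR1 had a log2 fold change of 7.37 (standard error 1.04, adjusted p = 1.64e-11), SNR19 of 6.39 (standard error 0.57, adjusted p = 3.57e-27) and SNR7-L of 5.31 (standard error 0.37, adjusted p = 7.28e-43). All 4 tested snRNAs of this class were higher in SmD1-TAP, and all 4 when adjusted over the list alone. Yet camera gave adjusted p = 0.460 with an estimated correlation. At 2 residual degrees of freedom that setting thus misses even the RNAs that carry the Sm ring, and missing it says little about other lists. The exact permutation test of 2 shares against 2 cannot go below 0.33 (two-sided). When each distinct interval was counted a single time, the mean share of 55.7% (SD 4.83, n = 2) became 10.5%.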

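SNR6, the U6 snRNA, carries no Sm ring of its own and is bound by the Lsm proteins. It had 42 and 25 reads in the SmD1-TAP libraries, or 0.0212% (95% exact binomial interval 0.0153–0.0286%) and 0.0143% (0.00928–0.0212%) of the reads. No SNR6 read was found in the control libraries, so its level was at least 48.7-fold higher in SmD1-TAP, taking a floor of 3 reads over the 2 controls. The adjusted p from edgeR was 4.50e-29, and SNR6 was higher in both SmD1-TAP libraries than in both controls.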

U6 snRNA was also present at low levels, indicating that the U4/U6 particle as well as late spliceosome assembly intermediates also coprecipitated (Will and Luhrmann 2011). Consistent with our Northern blotting data, the low-abundant *TLC1* RNA that contains an Sm-binding site (Seto et al. 1999) was substantially enriched relative to other noncoding RNAs (ncRNAs), such as *SCR1*, which coprecipitated nonspecifically at low levels compared with control samples (Supplemental Table 1). 

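TLC1, the RNA template of telomerase, was at 3022 and 3092 CPM of all mapped reads in SmD1-TAP and at 398 and 558 CPM in the controls. Its log2 fold change was 4.81 (standard error 0.34, adjusted p = 7.77e-41 from edgeR), from 599 and 539 reads against 35 and 55. SCR1, the RNA of the signal recognition particle, was at 212 and 161 CPM in SmD1-TAP against 966 and 1949 in the controls. Its log2 fold change was -0.85 (standard error 0.30, adjusted p = 0.0190 from edgeR). RPR1, the RNA of ribonuclease P, was the other tested member of a list of 3 abundant noncoding RNAs and had 11 reads in each SmD1-TAP library against 11 and 15 in the controls. Of these 2 tested members none was higher and 1 was lower, and 1 was higher and 1 lower when adjusted over the list alone. The SCR1 call ended with DESeq2 (adjusted p = 0.242) and, in edgeR, with distinct intervals (adjusted p = 0.143) and both strands (0.0739). Its log2 fold change was -0.90 without SmD1-TAP replicate 1, -0.79 without SmD1-TAP replicate 2 and -0.34 without control replicate 2. These fits rest on 1 library in a group, so only their fold changes are given.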

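SNR190 is a box C/D snoRNA encoded on chromosome X (139761–139950 of R64). It had 310 and 211 reads in the SmD1-TAP libraries, or 0.156% and 0.121% of all reads, and 750 and 1145 reads, or 0.852% and 1.16%, in the controls. After scaling by TMM its log2 fold change was -0.74 (standard error 0.29, adjusted p = 0.0415 from edgeR). Of 18 snoRNAs tested, 6 were higher and 2 lower in SmD1-TAP, with the same counts when adjusted over the list alone. With library size only 2 were higher and 14 lower, and none was lower with DESeq2, with distinct intervals (5 of 15 higher), with both strands (2 of 13 higher) or without SmD1-TAP replicate 2 or control replicate 2 (1 without SmD1-TAP replicate 1). Among the higher ones were SNR44 (log2 fold change 2.28, adjusted p = 3.21e-08 from edgeR) and SNR191 (2.14, adjusted p = 1.47e-07), which turned to -0.01 and -0.14 with scaling by library size only. Where a snoRNA lies in an intron, reads on both it and its host gene were counted for the snoRNA. Unspliced host RNA can thus be among the reads of such snoRNAs. The SNR190 call ended with DESeq2 (adjusted p = 0.151) and, in edgeR, with distinct intervals (log2 fold change -0.10, adjusted p = 0.787) and both strands (adjusted p = 0.0810). Its log2 fold change was -0.76 without SmD1-TAP replicate 1, -0.68 without SmD1-TAP replicate 2 and -0.58 without control replicate 2.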

Notably, the snR190 box C/D small nucleolar RNA (snoRNA) was also enriched, consistent with previously published data (Zagorski et al. 1988). Collectively, these data demonstrate the specificity and sensitivity of our analysis.

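Protein-coding genes were ranked in each SmD1-TAP library by the ratio of CPM over the control library of the same number, with a pseudocount of 1 CPM and a minimum of 10 SmD1-TAP reads. In the first library 1668 genes and in the second 1157 met this minimum. The lists of 500 from the 2 libraries shared 376 genes, where independent lists would share 172.9. Ribosomal protein genes were 100 of these 376. Without the minimum of 10 reads the lists shared 286 genes, where independent lists would share 43.6. The paper's main text names no ranking value, and no test was made on the overlap.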

Of the top 500 enriched mRNAs, 412 were reproducibly identified in both data sets (Fig. 1A). These included 198 intron-containing mRNAs, representing ∼60% of the known spliced mRNAs in *Saccharomyces cerevisiae* (341) (Fig. 1B). It is possible that the fraction corresponding to the remaining 40% included pre-mRNAs that are rapidly spliced and therefore underrepresented in the sequencing data. 

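Of 213 intron-containing genes tested, 212 were higher in SmD1-TAP than in the controls at an adjusted p under 0.05 from edgeR, and 146 with library size only. All 89 intron-containing ribosomal protein genes were higher (89 when adjusted over the list alone), with a median log2 fold change of 3.56, and 59 were higher and 1 lower with library size only. Among them were RPL42B (5.58, standard error 0.45, adjusted p = 7.03e-33), RPS19B (5.47, standard error 0.39) and RPL28 (3.32, standard error 0.31, adjusted p = 7.41e-25 from edgeR). Of 124 other intron-containing genes, 123 were higher (123 when adjusted over the list alone), with a median of 3.66 and 87 higher and 7 lower with library size only. YOP1, which shapes the membrane of the endoplasmic reticulum, was at 5.66 (standard error 0.47), and UBC5, which encodes a ubiquitin-conjugating enzyme, had 19 and 13 reads against none in the controls, at least 23.2-fold higher. HMRA1, in the silent mating-type cassette, had 92 and 48 reads against none, at least 102-fold higher, but shares its sequence with the expressed MATa1 and is uncertain. The lists of 500 shared 199 intron-containing genes, 70.6% of the 282 in the annotation. Reads within introns or across exon-intron borders were 37.7% (36.9–38.5%, 95% exact binomial interval) and 37.1% (36.3–38.0%) of the sense reads of intron-containing genes in SmD1-TAP, and 6.69% (5.75–7.73%) and 7.30% (6.43–8.24%) in the controls. As a set, the 213 genes had a median log2 fold change of 3.61, against -0.17 for 2723 intronless genes (camera p = 1.17e-88 with the preset correlation of 0.01 and p = 0.0279 with an estimated correlation). When any 1 of the 4 libraries was left out, the difference of the medians lay between 3.47 and 3.87. Those fits rest on 1 library in a group, so their p-values are not given. Over all 2966 genes 632 were higher and 234 lower, against 429 and 7 with DESeq2 and 197 and 2502 with library size only; without SmD1-TAP replicate 1 or 2 the lower genes numbered 90 and 107. For the ribosomal protein genes and the other intron-containing genes as lists, camera gave adjusted p = 0.460 and 0.271 with an estimated correlation.

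**Figure D1:**
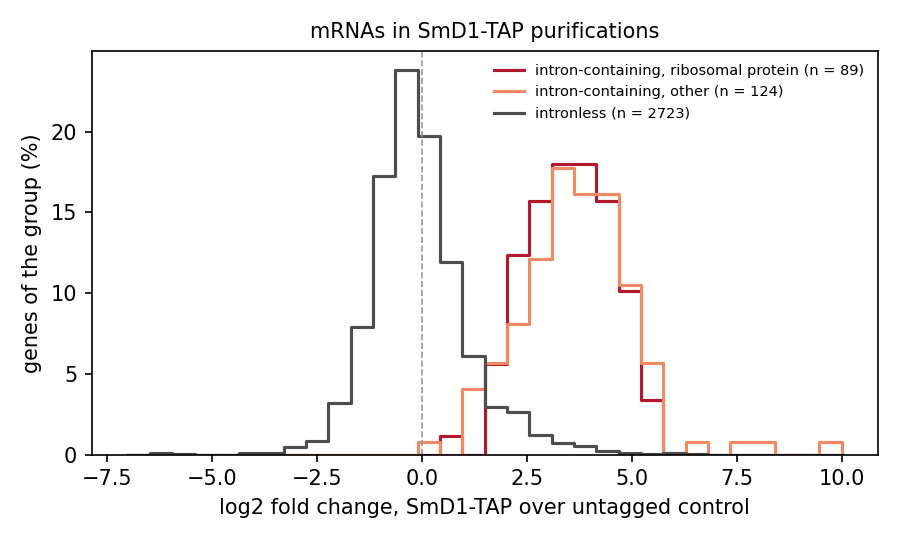
Distribution of the log2 fold change of SmD1-TAP over the untagged control (horizontal axis) for 89 intron-containing ribosomal protein genes, 124 other intron-containing genes and 2723 intronless genes, with the percentage of each group on the vertical axis. Both intron-containing groups lie mostly above 0, with medians of 3.56 and 3.66, while the intronless genes centre near -0.17 with a tail to higher values; with scaling by library size only the medians are 1.25, 1.39 and -2.45.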

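Among intronless genes, 408 of the 2723 tested were higher in SmD1-TAP than in the controls. Intronless here means without an intron in the annotation, which gives coding regions. It holds 282 intron-containing genes where the paper gives 341. Genes with an intron outside the coding region can thus be among the intronless ones. Apart from BDF2, the largest changes with more than 3 control reads were those of MRX4 (log2 fold change 5.41, standard error 0.39, adjusted p = 7.68e-41 from edgeR), DYN3 (4.57, standard error 0.38), RSM18, which encodes a mitochondrial ribosomal protein (4.49, standard error 0.43), and MTR2, which acts with Mex67 in mRNA export (4.48, standard error 0.34, adjusted p = 4.04e-36). TSA2, a peroxiredoxin gene, had 40 and 17 reads against 1 and 0 (pooled ratio 124, counting interval 21.4–4990), and RPS29A had 38 and 43 against 1 and 1 (pooled ratio 88.2, 23.7–741). Intronless ribosomal protein genes were higher in 25 of 35 tested (28 when adjusted over the list alone), with a median of 1.76 that turned to -0.54 with library size only, with 4 higher and 14 lower; RPS25B (4.03) and RPL32 (3.68) were among the 25. Of 22 heat shock (Hsf1) targets 10 were higher and none lower (11 and 1 when adjusted over the list alone), among them the Hsp70 cofactor genes FES1 (2.43, standard error 0.34) and SIS1 (2.26, standard error 0.29), whereas 18 were lower and none higher with library size only. The higher ones numbered 5 without SmD1-TAP replicate 1, 3 without control replicate 1, 5 without control replicate 2 and 4 with DESeq2. Of 16 glycolysis genes 8 were higher and 1 lower, also when adjusted over the list alone, among them TDH1 (1.85) and ADH1 (1.43), whereas 14 were lower with library size only; 4 were higher without control replicate 1, 5 without SmD1-TAP replicate 2 or control replicate 2, and 3 with DESeq2. Of 17 genes of mitochondrial respiration 10 were higher and 1 lower, also when adjusted over the list alone. The higher ones were led by QCR10 (5.00), QCR9 (4.30) and COX4 (4.06), of which QCR10 and QCR9 contain an intron in the annotation. With library size only 3 were higher and 10 lower, and with DESeq2 5 were higher. Without SmD1-TAP replicate 1 the median log2 fold change of 1.27 became 0.80. With an estimated correlation, camera gave an adjusted p = 0.488 for the intronless ribosomal protein genes and for glycolysis, 0.579 for heat shock and 0.460 for mitochondrial respiration. The lists of 500 shared 177 intronless genes, 47.1% of the total, and 55.5% when genes were ranked by abundance in SmD1-TAP instead. DESeq2 called 213 intronless genes higher, and with library size only 43 were.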

Strikingly, more than half of the 412 mRNAs identified were annotated as nonintronic (Fig. 1B). We envisage two possible explanations for this observation. First, the Sm complex could assemble directly on mRNAs independently of the spliceosome. Indeed, in silico analyses revealed 2558 potential Sm-binding sites in intronless genes and 94 in the 213 Sm-associated mRNAs (data not shown). 

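Sm-site sequences ([A/G]AU4–6G[A/G]) occurred 3311 times in the coding regions of 2132 intronless genes, 37.2% of the 5731 searched in R64. The 177 intronless genes shared by the lists of 500 held 84 sites in 63 genes. Of the 408 intronless genes higher in SmD1-TAP, 154 had a site (37.7%), against 1083 of the other 2315 tested (46.8%; odds ratio 0.690, Fisher's exact test, two-sided, p = 0.000814). The 408 genes were shorter, with a median coding length of 1107 bases against 1698 bases, and the test takes no account of length. BDF2, KAR2, UTH1 and THP3 each held 1 site, STE6 and XRN1 held 3, PSK1 held 4, and FBA1 and PGI1 held none. For the recovery of mRNAs without introns the paper envisages 2 possible explanations, the first being that the Sm complex could assemble directly on such mRNAs, and it reports the sites in them.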

Alternatively, this interaction could be mediated via the spliceosome, which is known to be recruited to a subset of intronless mRNAs (Kotovic et al. 2003; Tardiff et al. 2006). The relevance of these interactions, however, was not addressed, begging the question of whether these mRNAs are spliced by the spliceosome. 

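PRP5 and PRP19, which encode splicing factors, SEC5, which encodes a subunit of the exocyst, and BDF2 were among 10 intronless genes of the shared lists of 500 that carried a 5' splice site sequence (GTA[T/C/A]GT) followed by a branch point sequence (ACTAAC[G/A/T]) in the coding region. The other 6 were EAF5, ARG56, TPH3, TAG1, SLP1 and APC5; apart from BDF2, these genes were named after their values were seen. Over all tested intronless genes, 31 of the 408 higher in SmD1-TAP had both signals in this order (7.60%), against 172 of the other 2315 (7.43%; odds ratio 1.02, Fisher's exact test, two-sided, p = 0.919). In random sets of tested intronless genes matched to the 408 in coding length, the mean was 17.8 genes with both signals (95% of sets between 11 and 25), and 31 lay at percentile 99.9 of 10000 sets. Within the genes eligible for both lists of 500, 10 of 177 shared and 61 of 680 other genes had both signals (odds ratio 0.61, p = 0.171 from Fisher's exact test). This comparison, which turned below 1, takes no account of length, with medians of 903 and 1558.5 bases; in sets matched in length the mean was 6.87 (3 to 11), and 10 lay at percentile 90.8. With 200 bases added on each side of the coding region, 49 of the 408 and 236 of the 2315 had both signals (p = 0.292 from Fisher's exact test), and sets matched in length had a mean of 28.5 (20 to 38), with 49 at percentile 100.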

Our in silico analyses revealed that 44 of the 213 intronless mRNAs contained canonical 5′ss (GUA[U/C/A]GU) and BP (ACUAAC[G/A/U]) sequences in the correct orientation (Fig. 1C). 

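Among the genes with both signals in the coding region, PGI1, which encodes a glycolytic enzyme, and XRN1 (KEM1), which encodes the cytoplasmic 5'–3' exonuclease, were higher in SmD1-TAP. Their log2 fold changes were 0.99 (standard error 0.29, adjusted p = 0.00306) and 0.94 (standard error 0.30, adjusted p = 0.00766), both from edgeR. KAR2, the Hsp70 of the endoplasmic reticulum, was at 1.30 (standard error 0.29, adjusted p = 4.00e-05 from edgeR). THP3 (YPR045C), whose signals lie partly in the flanks of its coding region, was at 2.33 (standard error 0.34, adjusted p = 8.58e-11 from edgeR). FBA1 was at 0.05 (standard error 0.28, adjusted p = 0.914), UTH1 at 0.03 (adjusted p = 0.954), STE6 at 0.19 (adjusted p = 0.683) and PSK1 at 0.72 (adjusted p = 0.0712), none of them past the test with edgeR. PSK1 passed it with both strands (0.87, adjusted p = 0.0297 from edgeR) and with the replicate number as a block (0.70, adjusted p = 0.0486 from edgeR). It was at 1.02 without SmD1-TAP replicate 2 and at -1.56 with library size only. Of the 9 tested genes that the paper names among the intronless Sm-associated mRNAs with both signals, a list that holds BDF2 but not SSA4 or OYE3, 5 were higher (6 when adjusted over the list alone), 3 without control replicate 2 and 3 with DESeq2, and camera gave adjusted p = 0.460 with an estimated correlation; the paper chose these genes on the same libraries, so the list is not independent evidence. An Sm site within 50 bases upstream of the 5' splice site was found in 1 gene higher in SmD1-TAP, RET1, named after this was seen, and in none of the 177 shared intronless genes. The PGI1 and XRN1 calls ended with DESeq2 (adjusted p = 0.0779 and 0.138). Without control replicate 2 the log2 fold change of PGI1 was 0.75. That of XRN1 was 0.95 without SmD1-TAP replicate 1, 0.70 without control replicate 1 and 0.95 without control replicate 2. With library size only, PGI1, XRN1 and KAR2 turned to -1.32, -1.35 and -1.01, and THP3 was at 0.04 (adjusted p = 0.918 from edgeR).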

Three were previously described (*FBA1*, *UTH1*, and *PGI1*) (Kotovic et al. 2003), and six had a putative Sm site ([A/G]AU_4,6_G[A/G]) within 50 base pairs (bp) upstream of the 5′ss (*KAR2*, *KEM1*, *PSK1*, S*TE6*, and *YPR045C*). 

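BDF2 encodes a bromodomain protein and lies on chromosome IV from 331024 to 332940 of R64, on the forward strand, as a single exon. It had 291 and 199 reads in the SmD1-TAP libraries and 18 and 16 in the controls. Its log2 fold change was 4.95 (standard error 0.35, adjusted p = 1.67e-42 from edgeR), and both SmD1-TAP libraries lay above both controls. This exceeds the median of the intron-containing genes. Its paralog BDF1 was at -0.73 and did not pass the test (adjusted p = 0.102 from edgeR), but was called lower with distinct intervals (-0.90, adjusted p = 0.0208) and with library size only (-3.02). A GTAAGT begins at base 166 of the BDF2 coding region (position 331189), within TGTCAGCGCGGTAAGTATCGACGATG. The sequence ACTAAC occurs downstream of it at base 250 as ACTAACC, with the branch adenosine at base 254, at base 1656 as ACTAACT and at base 1801 as ACTAACA; an ACTAACA at base 10 lies upstream. Of the BDF2 reads in SmD1-TAP, 26.8% (21.8–32.3%, 95% exact binomial interval) and 18.1% (13.0–24.2%) lay upstream of the 5' splice site. The controls held too few reads to compare, with 4 of 18 and 2 of 16 there.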

To validate our findings, we initially focused on the *BDF2* mRNA, as it was most likely to be targeted by the spliceosome for the following reasons: (1) *BDF2* RNA was highly enriched in both Sm-IP data sets comparable with intron-containing mRNAs (Supplemental Table 1) and has predicted 5′ss, BP, and potential 3′ss (Zhang et al. 2007) in the correct orientation (Fig. 1E). (2) U1, U2, and U5 components were found to chromatin-immunoprecipitate over the *BDF2* gene at levels comparable with a typical intron-containing gene, *RPL28A* (Fig. 1D; Tardiff et al. 2006). (3) Intron tiling array data from the *dbr1Δ* strain, where the lariat intermediate is stabilized due to the loss of debranching enzyme, have indicated the presence of a putative intron in *BDF2* mRNA (Zhang et al. 2007).

**Figure 1.**
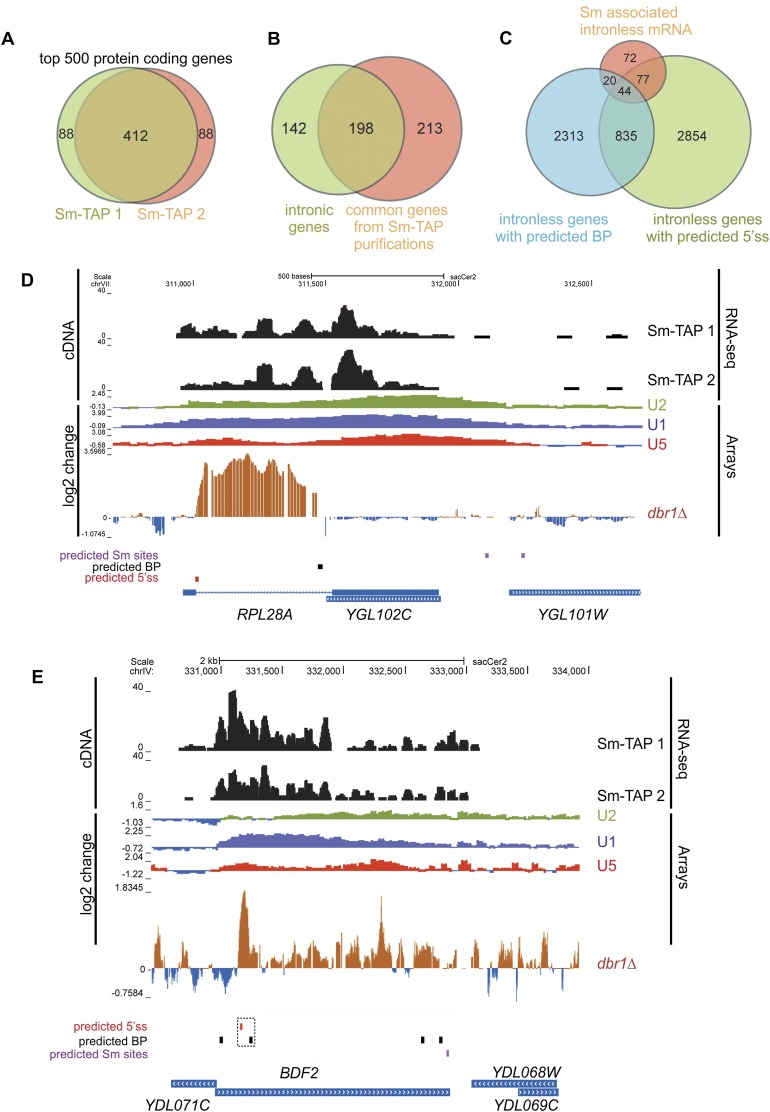
Sm proteins associate with nonintronic mRNAs. (*A*) Venn diagram showing the overlap between the top 500 mRNAs enriched in two separate SmD1-TAP experiments. (*B*) Venn diagram showing that of the 412 genes that reproducibly coprecipitated with the Sm complex, 198 contained introns, and 213 were annotated as intronless genes. The pink circle shows the 412 common genes from Sm-TAP immunoprecipitation; of these, 213 genes are nonintronic. The green circle shows 341 annotated intronic genes in *S. cerevisiae*; of these, 198 were found in Sm-TAP immunoprecipitation. (*C*) Venn diagram showing that out of all intronless genes, 835 are predicted to contain BP and 5′ss sequences in the correct order and have a potential to recruit the spliceosome. Forty-four genes with the splice site consensus were present in Sm-IP. (*D*,*E*) University of California at Santa Cruz Genome Browser outputs displaying the Sm RNA-seq results for *RPL28A*, *BDF2*, and neighboring genes. Included are the positions of the predicted 5′ss and BP splice signals. Spliceosome ChIP tiling array data (U1, U2, and U5) (Tardiff et al. 2006) and *dbr1*Δ tiling array data are indicated as “Arrays,” and log_2_ changes between mutant and wild type are shown (Tardiff et al. 2006; ENCODE Project Consortium et al. 2007).

### The spliceosome endonucleolytically cleaves BDF2 mRNA

To determine whether expression of the intronless *BDF2* mRNA is regulated by the spliceosome, we analyzed its steady-state levels in the *prp40-1* temperature-sensitive strain. Prp40 is a subunit of the U1 snRNP involved in cotranscriptional recruitment of early splicing factors to pre-mRNAs and later steps of spliceosome assembly. Previous analysis has demonstrated global down-regulation of mRNA levels in this mutant as a result of splicing defects (Albulescu et al. 2012). As expected, at the nonpermissive temperature, mRNA levels of the intron-containing gene *RPL28A* were substantially reduced (Fig. 2A). In contrast, in this strain, *BDF2* mRNA levels increased roughly threefold (Fig. 2B). Similarly, *BDF2* mRNA levels were also elevated in U1-depleted cells and *prp2-1* (Fig. 2C, lanes 1–4) and *prp42-1* (data not shown) mutants, where the first catalytic step of the splicing reaction is affected. A mutant defective in catalysis of the second transesterification reaction (*prp17-1*) (Jones et al. 1995; Noble and Guthrie 1996; Pleiss et al. 2007) also accumulated *BDF2* mRNA (Fig. 2C, lanes 5,6). Finally, a 2-base substitution introduced into the predicted 5′ss (Fig. 2D) also increased *BDF2* mRNA levels (Fig. 2E). We conclude that the spliceosome plays a direct role in down-regulating *BDF2* expression. To substantiate our results, we also performed Northern blots to measure levels of splicing intermediates in strains defective in splicing (*prp40-1*), nuclear RNA surveillance (*rrp6*Δ), and/or debranching of the intron lariat (*dbr1*Δ). Using a probe complementary to a region downstream from the predicted 5′ exon (probe 2) (Fig. 3A), we could readily detect a lariat in the *dbr1*Δ strain (Fig. 3B [lane 5], C [lane 2]). Cells lacking both Dbr1 and Rrp6 also accumulated a 3′ extended lariat intermediate (Fig. 3C [lanes 3,6], D [lane 3]). Excised exon 1, a product of the first splicing reaction, could also be detected in the *rrp6*Δ strain (Fig. 3E, lane 4), an exonuclease-defective *dis3* mutant, and a *rat1-1* temperature-sensitive mutant (Fig. 3E, lanes 6,8). We note that exon 1 fragments were heterogeneous in length, which could be the result of exosome-mediated degradation and/or low-fidelity splicing events. Deletion of the cytoplasmic exonuclease Xrn1 and the nonsense-mediated decay (NMD) factor Upf1 had no detectable effect on the stability of the exon 1 splicing products (Fig. 3E, lanes 5,7). Altogether, our data indicate that spliceosomal *BDF2* cleavage products are mainly degraded in the nucleus by both 5′–3′ (Rat1), and 3′–5′ (Rrp6 and Dis3) exonucleases. In contrast to *BDF2*, we could not detect accumulation of spliced *RPL28A* 5′exons (Fig. 2A), which is consistent with published observations for typical intronic genes (Egecioglu and Chanfreau 2011). This is most likely due to the fast kinetics of the second splicing reaction.

**Figure 2.**
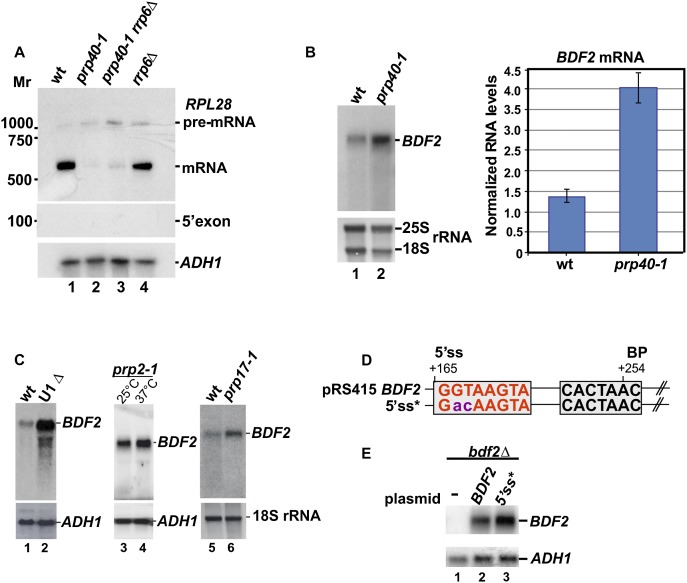
*BDF2* mRNA levels are up-regulated in the splicing mutants or upon 5′ss mutation. (*A*,*B*) Northern blot analysis on total RNA isolated from the parental strain (wild type [wt]) and *prp40-1*, *prp40-1 rrp6*Δ, and *rrp6*Δ strains. RNA was extracted 2 h after the shift to 37°C, resolved on agarose (*A*) or polyacrylamide gels (*B*), transferred to positively charged membrane, and probed for *RPL28A* (using 5′ exon-specific probe) and *BDF2* mRNAs, respectively. The positions of pre-mRNA, mature mRNA, and 5′ exon (for *RPL28A*) species are indicated. *ADH1* (*A*) or methylene blue-stained 25S and 18S rRNAs (*B*) are shown as loading controls. (*C*) Splicing mutants accumulate *BDF2* mRNA. To analyze *BDF2* mRNA levels, total RNA was extracted from U1 snRNA-depleted cells (lane *2*) and *prp2-1* (lanes *3*,*4*) and *prp17-1* (lanes *5*,*6*) mutants. Cultures were shifted to nonpermissive temperature (37°C) for 1 h (*prp2-1* and *prp17-1*) or grown in the presence of glucose for 8 h to allow for U1 depletion. (*D*) Schematic representation of the predicted splicing signals in *BDF2*. The purple nucleotides indicate the substitutions that were made in the 5′ss (red) to generate the 5′ss* construct. (*E*) Northern blot analysis of *BDF2* mRNA levels in wild-type (*BDF2*) or 5′ss mutant (5′ss*) cells.

**Figure 3.**
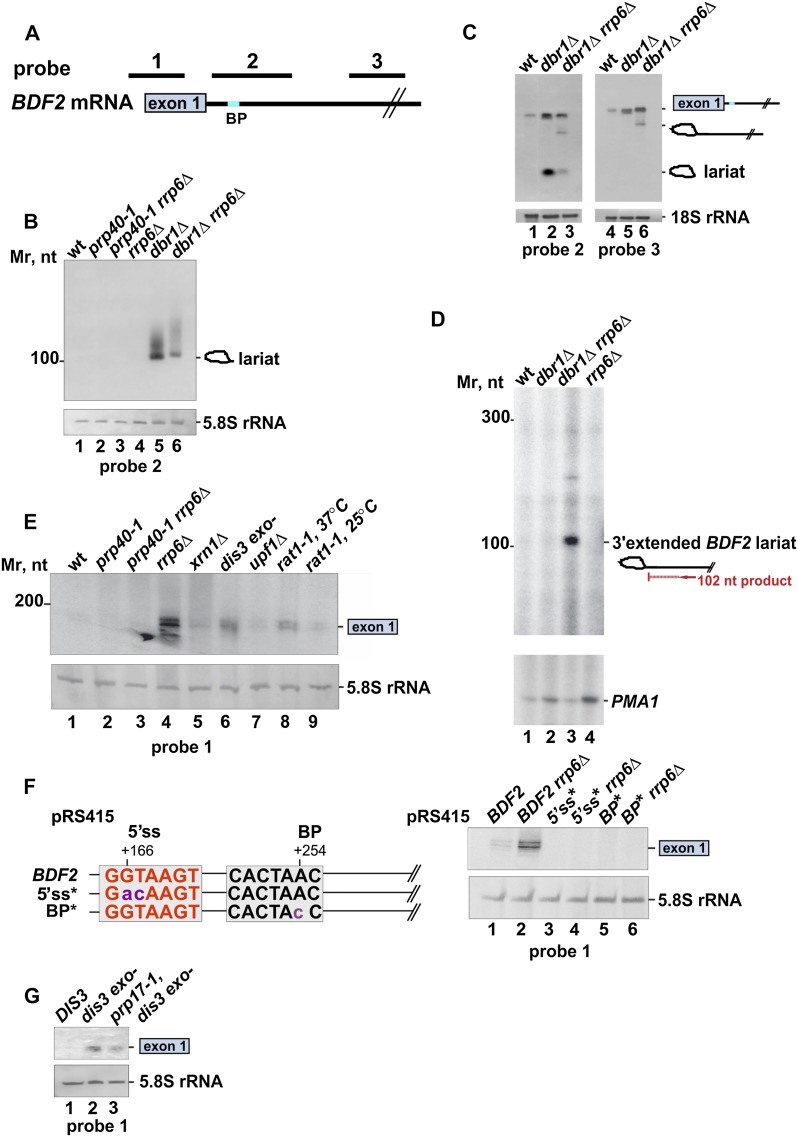
The spliceosome performs a one-step splicing reaction on *BDF2* mRNA. (*A*) Schematic representation of the *BDF2* gene. The approximate positions of probes used to detect *BDF2* mRNA and spliced products are indicated. (*B*,*C*) A *BDF2* intron–lariat accumulates in the exosome and debranching mutants. Northern blot analysis of the *BDF2* transcript was performed on RNA extracted from wild-type (wt), *prp40-1*, *prp40-1 rrp6*Δ, *rrp6*Δ, *dbr1*Δ, and *dbr1*Δ*rrp6*Δ strains. Probes 2 and 3 were used to detect the *BDF2* mRNA and lariat–intron splicing intermediates. rRNAs are shown as a loading control. A schematic representation of splicing intermediates is indicated at the side of each panel. (*D*) Primer extension analysis of the *BDF2* splicing intermediate in YF336, *dbr1*Δ, *rrp6*Δ *dbr1*Δ, and *rrp6*Δ strains. The position of the primer used in this experiment is indicated in the diagram. Primer extension products were separated on a 10% urea-PAGE. The arrow indicates the position of the primer extension product corresponding to the 3′ extended intron–lariat. Primer extension was performed on *PMA1* to control for the RNA levels. (*E*) Released *BDF2* exon 1 is degraded in the nucleus. Northern blotting was performed on RNA extracted from the wild-type, *prp40-1*, *prp40-1 rrp6*Δ, *rrp6*Δ, *upf1*Δ, *xrn1*Δ, *dis3exo*-, and *rat1-1* strains as described above. Probe 1 was used to detect the exon 1 fragment. (*F*) Mutations in the 5′ss and BP abolish the first step of *BDF2* splicing. Shown is a schematic representation of the mutations introduced to *BDF2* splice sites and Northern blot analysis of *BDF2* exon 1 in the splice site mutants. (*G*) The first step of splicing is affected in the *prp17-1* mutant. Exon 1 levels were analyzed by Northern blot. RNA was extracted from the wild-type (*DIS3*), *prp17-1*, and *prp17-1 dis3 exo*- strains.

Accumulation of *BDF2* 5′ exon was also dependent on intact 5′ss and the BP sequences (Fig. 3F, lanes 3–6). In contrast, mutations in three predicted 3′ss had no noticeable effect on exon 1 levels or *BDF2* mRNA levels in general (Supplemental Fig. 2A; data not shown), indicating that splicing at these sites does not occur or is very inefficient. We conclude that splicing products generated using these splice elements are products of a single splicing step and are degraded by the nuclear surveillance system. This indicates that the second step of splicing in the *BDF2* mRNA is inefficient, as it was reported for the telomerase RNA (Box et al. 2008; Kannan et al. 2013). *BDF2* mRNA levels also increased in the *prp17-1* mutant, suggesting that *BDF2* can be fully spliced (Fig. 2C); however, we also noticed a reduction in exon 1 levels in the *prp17-1* strain. Consistent with previous reports, this suggests that first-step splicing is also delayed in this mutant (Sapra et al. 2008), making it difficult to determine what fraction of *BDF2* is fully spliced.

### Shortening BP–3′ss distance partially restores the second step of splicing in BDF2

The distance between the BP and 3′ss was reported to be a factor affecting efficient 3′ss selection during the second catalytic step of splicing (Luukkonen and Seraphin 1997; Box et al. 2008; Meyer et al. 2011; Kannan et al. 2013). Hence, we reasoned that the unusual long distance between these two elements in the *BDF2* mRNA might be responsible for the accumulation of the RNA species that are produced after the first step of splicing. To test whether *BDF2* mRNA has a potential to be fully spliced, we generated several *BDF2* constructs in which the distance between the BP and previously predicted 3′ss sites (Zhang et al. 2007) was shortened (Supplemental Fig. 2B, Δ1–Δ3). Most of the tested constructs failed to allow complete splicing at detectable levels even using a sensitive technique such as RT–PCR (Supplemental Fig. 2C, lanes 1,3,4,6). Intriguingly, low levels of spliced *BDF2* Δ2 product could be detected in an Rrp6 deletion strain (Supplemental Fig. 2C, lane 5), indicating that this product is degraded by the nuclear exosome. Sequencing of the PCR product revealed that this indeed represented a spliced *BDF2* mRNA in which the distal 3′ss was used (Supplemental Fig. 2D). We conclude that the previously proposed splicing signals are suboptimally positioned in *BDF2* mRNA to promote an efficient second step of splicing.

### Both a single splicing event and complete splicing contribute to regulation of BDF2 levels via SMD

While this manuscript was in preparation, the Parker laboratory (Harigaya and Parker 2012) reported splicing of *BDF2* in cells lacking Xrn1 and a cytoplasmic decapping factor, Dcp2. However, the biological relevance of this splicing event had not been addressed (Harigaya and Parker 2012). Sequencing of the spliced product revealed that the 5′ss reported here and a more downstream 3′ss at nucleotide +1672 were used (Fig. 4A; Harigaya and Parker 2012). A BP consensus located 12 nucleotides (nt) upstream of this 3′ss was proposed; however, usage of this element was not experimentally validated.

**Figure 4.**
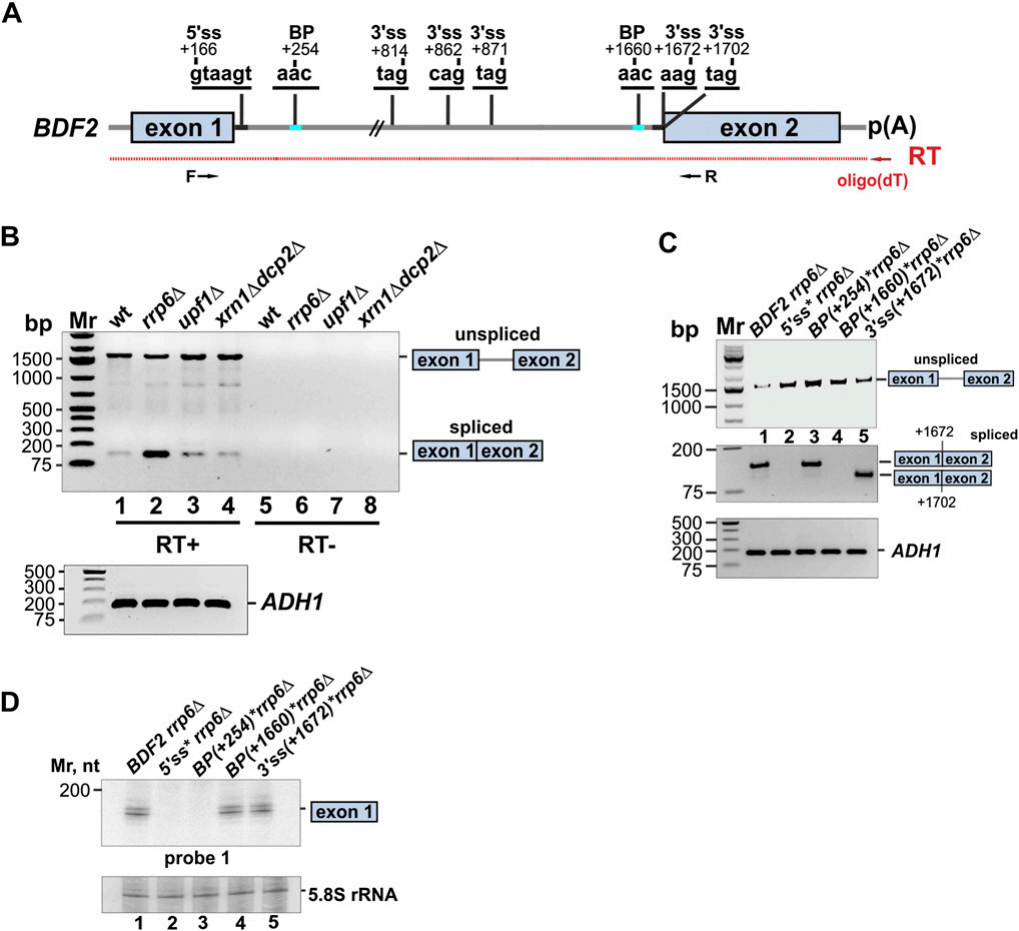
Two-step splicing also contributes to regulation of *BDF2* levels. (*A*) Shown is a schematic representation of the *BDF2* splice sites, with the position relative to ATG (+1) indicated. RT product is indicated in red, and primers used for PCR are shown as black arrows. (*B*) RT–PCR results performed on oligo[d(T)]-enriched RNA extracted from the wild-type (wt), *rrp6*Δ, *upf1*Δ, and *xrn1*Δ *dcp2*Δ strains using *BDF2* and *ADH1* primers. RT–PCR reactions without enzyme (RT−) are included as a negative control. The spliced product is indicated. (*C*) RT–PCR results performed on poly(A)-enriched RNA extracted from strains expressing the wild-type (*BDF2*) and *BDF2* 5′ss, BP (+254), BP (+1660) (changing AAC to ACC), and 3′ss (+1672) (changing AG to AA) mutants in *bdf2*Δ *rrp6*Δ. (*D*) Northern blot analysis of exon 1 levels in the strains indicated.

We were able to detect splicing at these sites in the wild-type strain; however, no significant additional accumulation of the spliced product was in the *xrn1*Δ *dcp2*Δ double mutant (Fig. 4B, lanes 1,4). Deleting *UPF1* also did not noticeably stabilize the spliced product (Fig. 4B, lane 3), indicating that the cytoplasmic RNA surveillance machinery plays a minor role in the degradation of the spliced product. In sharp contrast, deleting *RRP6* led to an ∼4.5-fold increase in the level of the spliced product (Fig. 4B, lane 2). We conclude that SMD triggers the degradation of partially and completely spliced *BDF2* products by the nuclear surveillance machinery.

To address the importance of this two-step splicing event in the regulation of *BDF2* expression in more detail, we introduced mutations in the splice sites proposed by Harigaya and Parker (2012). *BDF2* mRNAs with mutations in the 5′ss or the BP at +1660 (Fig. 4A) were not detectably spliced, indicating that these sites are indeed used by the spliceosome. Interestingly, although the BP sequence at +254 (Fig. 4A) is clearly important for the single-step splicing event that leads to the accumulation of the exon 1 fragment in the *rrp6Δ* strain (Fig. 3F), it is not used for the two-step splicing reaction (Fig. 4C, lane 3), presumably because the distance between this BP and the downstream 3′ss is far from optimal to support splicing (>1400 nt). Surprisingly, mutating the 3′ss at +1672 did not block splicing of *BDF2*, as an alternative 3′ss was used at +1702 (Fig. 4C, lane 5). Mutations in the 5′ss or the two BPs led to a twofold to threefold increase in the *BDF2* mRNA levels (Fig. 4C, lanes 2–4). Mutation in the 3′ss at +1672 had only a modest effect on *BDF2* steady-state levels (Fig. 4C, lane 5), presumably because alternative 3′ss could still be used. In contrast, the BP at +1660 and the 3′ss at +1672 are not required for the single-step splicing event, as we could still detect accumulation of exon 1 in the *rrp6Δ* strain in cells expressing these *BDF2* mutations (Fig. 4D).

We conclude that SMD of *BDF2* involves (at least) two separate splicing events: a single cleavage event, which requires the BP at +254, and a two-step splicing event involving the BP at +1660. Both pathways use the same 5′ss, and spliced products generated by these pathways are (primarily) degraded by the nuclear surveillance machinery.

### Spliceosome recruitment to BDF2 mRNA is compromised in bdf1Δ

Bdf2 and the closely related Bdf1 both bind to acetylated histones, albeit with different specificities (Matangkasombut and Buratowski 2003). These genes are genetically redundant, as only one of the two genes is necessary and sufficient for cell viability. Deletion of both genes is lethal (Matangkasombut et al. 2000). Interestingly, deletion of *BDF1* resulted in an approximately threefold increase in the levels of *BDF2* mRNA (Fig. 5A; Fu et al. 2013), similar to what we observed in the splicing mutants (Fig. 2), and a twofold increase in Bdf2 protein levels (Fig. 5B). Although Bdf1 binds to a *BDF2* promoter element (Durant and Pugh 2007; Fu et al. 2013), nuclear run-on experiments demonstrated that deletion of *BDF1* did not noticeably affect *BDF2* transcription (Fig. 5C), ruling out that Bdf1 regulates Bdf2 at the transcriptional level. Deletion *of BDF1* is known to reduce splicing of a subset of intron-containing transcripts (Albulescu et al. 2012), but the effect of *BDF1* deletion on intronless mRNA levels was not reported. This prompted us to investigate whether Bdf1 is required for spliceosome recruitment to *BDF2*. ChIP assays revealed a substantial U1 snRNP enrichment over the *BDF2* gene, in agreement with previously published data (Fig. 5D,E [lanes 1–4], F; Tardiff et al. 2006). Strikingly, deleting *BDF1* dramatically reduced the U1 binding to *BDF2* (Fig. 5E [lanes 5–8], F). Similarly, deletion of *BDF1* was reported to result in compromised U1 recruitment to several intron-containing genes, implying that Bdf1 might play a general role in splicing (Albulescu et al. 2012). We conclude that *BDF1* down-regulates *BDF2* mRNA levels by stimulating splicing of *BDF2*.

**Figure 5.**
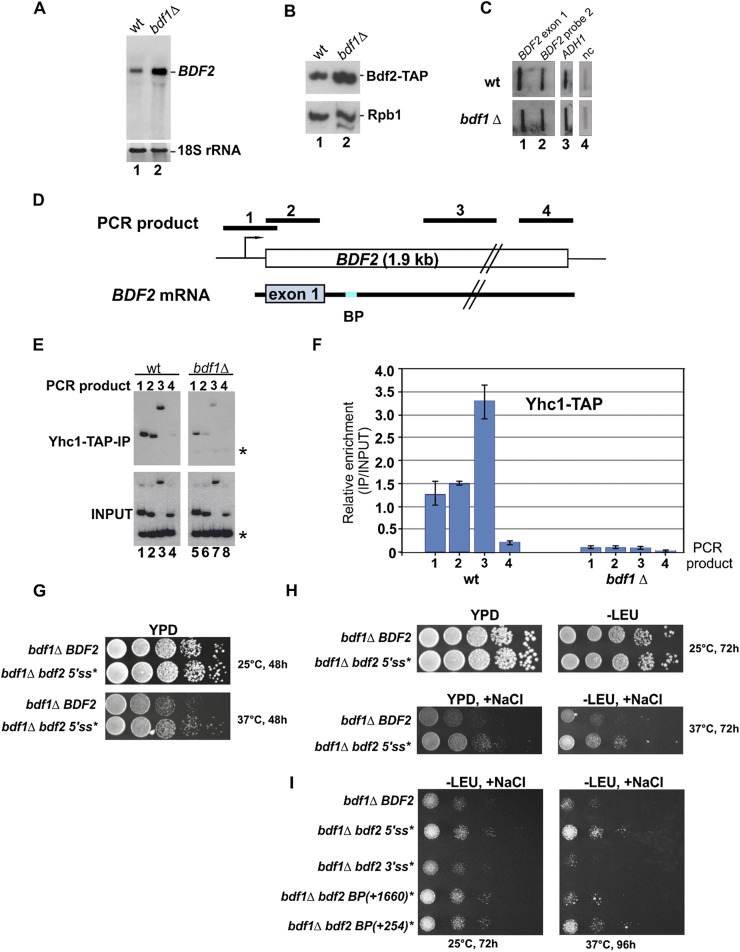
Bdf1 is required for the recruitment of the spliceosome at the *BDF2* locus. (*A*) Northern blot analysis of *BDF2* mRNA levels in the wild type (wt) and *bdf1*Δ. (*B*) Western blot analysis of Bdf2-TAP and Rpb1 (3E1 antibody from Millipore) protein levels in the wild type and *bdf1*Δ. (*C*) Deletion of Bdf1 does not noticeably affect *BDF2* transcription. Transcriptional run-on experiments were performed to measure transcription on *BDF2* in wild-type and *bdf1*Δ strains. RNA probes corresponding to *BDF2* [probe 1 (exon 1) and probe 2], *ADH1* and a nontranscribed region on chromosome V (nc) were used for detection. (*D*) Schematic representations of the *BDF2* gene and *BDF2* mRNA with the predicted 5′ exon (exon 1) and BP. Black bars show the locations of the PCR products generated in the ChIP experiments. (*E*,*F*) Deletion of *BDF1* reduces spliceosome recruitment to *BDF2*. ChIP experiments were performed in wild-type and *bdf1*Δ strains expressing TAP-tagged Yhc1 (U1C), a U1 snRNP component. U1 enrichment was measured by radioactive PCR using primers that generate the PCR fragments shown in *D*. PCR products were resolved on polyacrylamide gels and detected by autoradiography. Quantification results from four independent experiments are shown in *F*; the error bars indicate the standard error. Stars indicate position of the PCR product from a nontranscribed region on the chromosome. (*G–I*) Mutating *BDF2* 5′ss and BPs suppresses *bdf1Δ* salt- and temperature-sensitive phenotypes. The *bdf1Δ* strains expressing either *BDF2* or *bdf2* 5′ss, 3′ss, and BP mutants were grown in liquid medium until OD(*A*_600_) reached 0.5. To assay for growth, 5-μL aliquots of 10-fold serial dilutions were spotted onto YPD and −LEU medium in the presence or absence of 0.6 M NaCl.

### Disrupting BDF2 splicing suppresses bdf1Δ temperature- and salt-sensitive phenotypes

To address the biological significance of regulation of *BDF2* mRNA levels via SMD, we used a genetic approach that relied on growth defects observed in the *bdf1Δ* strain. Overexpression of *BDF2* was recently shown to suppress *bdf1Δ* temperature- and salt-sensitive phenotypes in a dosage-dependent manner (Matangkasombut et al. 2000; Fu et al. 2013). We asked whether completely blocking splicing of *BDF2* by mutating the 5′ss or blocking two-step splicing by mutating the BP at +1660 (see Fig. 4A) could at least partially suppress *bdf1Δ* growth defects. Judging from the number of colonies in each dilution and the colony size, it can be concluded that at the nonpermissive temperature (37°C), *bdf1Δ* strains expressing *BDF2* mRNAs with mutated 5′ss grew better compared with the *bdf1Δ* cells expressing wild-type *BDF2* (approximately eightfold to 10-fold) (Fig. 5G). Moreover, completely blocking *BDF2* splicing substantially enhanced the cells' resistance (∼30-fold to 50-fold compared with *bdf1Δ BDF2*) to a combination of high temperature and high salt concentrations (0.6 M NaCl) (Fig. 5H). Finally, mutating the BPs also improved growth in high salt conditions (Fig. 5I). Collectively, these results demonstrate that even a relatively small change in *BDF2* mRNA and protein levels can dramatically affect a cell's resistance to certain stress conditions, underscoring the impact that SMD can have on cell fitness.

### SMD may regulate expression of ∼1% of the intronless genes

Several recent studies have described interactions between the spliceosome and mRNAs that were not known to contain introns (Kotovic et al. 2003; Moore et al. 2006; Tardiff et al. 2006; Harigaya and Parker 2012). 

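In the coding regions of R64, 337 of 5731 intronless protein-coding genes (5.88%) held a 5' splice site sequence followed by a branch point sequence. They include BDF2, KAR2, OYE3, PGI1, FBA1, UTH1, XRN1, PSK1 and STE6. SSA4 held no such pair, either in its coding region or with 200 bases added on each side. Over all genes the added flanks gave 496. The bounds of transcripts were not used, since the annotation gives coding regions.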

Our bioinformatics analysis indicates that >800 genes encoding intronless mRNA have canonical 5′ss and BP sequences in the correct orientation (Fig. 1C), suggesting that the spliceosome could potentially target and regulate expression of hundreds of intronless mRNAs. To test this possibility, we performed RNA-seq analyses on rRNA-depleted RNA extracted from a wild-type strain and the temperature-sensitive *prp40-1* and *rrp6*Δ mutants.

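Total RNA depleted of rRNA from the wild-type, prp40-1 and rrp6Δ strains, each after 2 h at 37°C, was sequenced as 1 library per strain. Prp40 is a component of the U1 snRNP, and Rrp6 is the nuclear exonuclease of the exosome. RRP6 had 9 reads in rrp6Δ, 267 in the wild type and 117 in prp40-1, while PRP40 had 221 reads in prp40-1 and 136 in the wild type (ratio 3.23, counting interval 2.61–4.06); prp40-1 is a temperature-sensitive allele, so its mRNA level checks no label. The files give read counts per interval from the authors' unique alignments, with a read pair counted a single time: 6145027 for the wild type, 11045709 for rrp6Δ and 2918685 for prp40-1. On the sense strand of a single gene lay 90.3%, 86.3% and 86.7% of them, and 8.01%, 10.1% and 11.3% lay antisense only. Protein-coding genes held 2731026, 5444985 and 1365012 reads, to which ratios between strains were scaled with a pseudocount of 0.5 CPM, for 5429 genes with at least 30 reads over the 3 libraries. Ratios are therefore relative to total mRNA; the median gene lay at a log2 ratio of 0.19 (ratio 1.14) in prp40-1 and 0.31 (1.24) in rrp6Δ over the wild type, and at -0.01 and 0.02 when scaled by TMM. No read of these 3 libraries lies on chromosome I, whose genes are not analysed here. With 1 library per strain no difference has a replicate check and no p-value is given for a gene or for the level of a list; Fisher's exact tests on genes or reads compare these libraries, not strains, and intervals are exact conditional binomial ones at 95%.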

Based on our analysis of *BDF2* mRNA, we reasoned that splicing products derived from intronless genes would be stabilized upon deleting Rrp6, whereas unspliced or full-length transcripts would accumulate in the *prp40-1* mutant. RNA was extracted from these strains 2 h after the shift to the nonpermissive temperature. This was sufficient to detect accumulation of pre-mRNAs (*prp40-1*) and 3′ extended RNA species (*rrp6*Δ) (Supplemental Fig. 3). 

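Ribosomal protein genes had the lowest median ratios of the gene lists in prp40-1. All 89 intron-containing ribosomal protein genes lay below a ratio of 1 over the wild type, 69 of them at least 3-fold, with a median log2 ratio of -2.16 (ratio 0.224). RPS21A was at 0.0430 (counting interval 0.0209–0.0717), RPS16A at 0.0940 (0.0794–0.110) and RPL28 at 0.280 (0.266–0.294). Of 168 other intron-containing genes 125 were below 1 and 29 at least 3-fold lower, with a median of -0.69; PFY1, which encodes profilin, was at 0.0884 (0.0701–0.109). The 49 ribosomal protein genes without an intron in the annotation were also all below 1, 20 of them at least 3-fold, with a median of -1.47. RPL29 was at 0.0329 (19 reads against 1196, 0.0191–0.0499) and RPS29A at 0.110 (0.0433–0.206). The annotation gives coding regions, so introns in the untranslated regions of these genes were not looked for. Reads on ribosomal protein genes were 11.6% of mRNA reads in the wild type, 3.26% in prp40-1 and 10.3% in rrp6Δ. The numbers at least 3-fold lower were 44 and 11 for the ribosomal protein genes with and without introns and 18 for the other intron-containing genes with distinct intervals, where 1 intronless gene lay above 1, and 16 for the last with a pseudocount of 5 CPM. Over all 257 intron-containing genes 214 were below 1 (83.3%), and none was at least 3-fold higher. In rrp6Δ the median was 0.04 for intron-containing and 0.03 for intronless ribosomal protein genes, which turned to -0.25 and -0.26 with TMM, and 0.37 for the other intron-containing genes. Among 10000 random lists of the same size and expression, the 3 medians in prp40-1 lay at percentile 0, a description of these libraries with no replicate check.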

As expected, compared with the parental strain, the levels of intron-containing mRNAs—in particular, ribosomal protein mRNAs—were substantially reduced in the *prp40-1* strain (Supplemental Fig. 4A). This global reduction of spliced mRNAs in the *prp40-1* mutant was likely the result of degradation of pre-mRNAs that accumulated in this mutant (Bousquet-Antonelli et al. 2000; Hilleren and Parker 2003). Despite this, the *prp40-1* data set contained a higher number of cDNAs that mapped to introns (Supplemental Fig. 4B), indicative of pre-mRNA accumulation due to defective splicing in this strain.

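Reads within introns or across exon-intron borders made up 24.6% (24.3–25.0%, 95% exact binomial interval) of the sense reads of 258 intron-containing genes in prp40-1, against 10.2% (10.1–10.4%) in the wild type and 11.1% (11.0–11.2%) in rrp6Δ. Of 177 genes with at least 20 reads in both libraries, 154 had a higher intron share in prp40-1 and 18 a lower one, with medians of 18.2% and 4.41%. In rrp6Δ 112 of 225 genes had a higher and 100 a lower share than in the wild type. Scaled to mRNA reads, intron reads were at 8696 CPM in prp40-1, 9652 in the wild type and 9982 in rrp6Δ. Of the 177 genes, 100 were higher and 72 lower in prp40-1 on this scale, and without a replicate check no difference was tested. Without HAC1, whose intron is removed by Ire1 and tRNA ligase and not by the spliceosome, and without introns that host a snoRNA, the levels were 5905, 5069 and 5498 CPM, and the shares 23.8%, 6.19% and 6.97%; leaving out HAC1 was chosen after the data were seen. Without ribosomal protein genes the share in prp40-1 was 19.4% against 17.0% in the wild type, and without HAC1 as well 15.5% against 11.9%. Both of these settings keep introns that host a snoRNA. In the latter, NOG2 alone gave 1622 of 3765 intron reads in prp40-1 and 4935 of 7845 in the wild type. Its own share was 19.6% in prp40-1 and 47.4% in the wild type, so these 2 settings rest heavily on 1 gene. Intervals in the files hold no gaps, so spliced reads were not told from others.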

Remarkably, in sharp contrast to intron-containing mRNAs, a large number of intronless mRNAs were up-regulated in the *prp40-1* mutant, indicative of a potential regulation by SMD (Supplemental Fig. 4A). However, we cannot rule out a possibility that increase in the levels of some of these intronless mRNAs in the *prp40-1* mutant is the result of pleiotropic effects. 

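Several mRNAs for heat shock proteins were among the 12 with the largest ratios in prp40-1. HSP42 was at a ratio of 9.69 over the wild type (counting interval 7.59–13.0), HSP26 at 7.65 (6.95–8.48), HSP12 at 6.44 (5.75–7.27) and the Hsp90 cochaperone gene STI1 at 5.54 (4.98–6.20). Of 23 measured heat shock (Hsf1) targets, 21 were above 1 and 11 at least 3-fold higher, with a median ratio of 2.91. All 25 general stress (Msn2/4) targets were above 1, 5 at least 3-fold, with a median of 2.33; ALD3 was at 5.15 and the catalase gene CTT1 at 3.69. Of 32 proteasome (Rpn4) genes 31 were above 1 and 4 at least 3-fold, with a median of 2.35; the subunit gene PRE6 was at 3.80 and RPN4, their transcription factor, at 3.50. With TMM 7 heat shock, 3 general stress and 2 proteasome genes were at least 3-fold higher, and with distinct intervals 5, 2 and 0. Each of these 3 medians lay at percentile 100 among random lists of the same size and expression. All 16 glycolysis genes lay below 1, with a median of 0.570 (percentile 0.33), ENO2 at 0.354 (0.340–0.368). Over all 5172 intronless genes 63.7% were above 1, with a median log2 ratio of 0.22, which became 0.02 with TMM. At least 3-fold higher were 140 genes, all intronless, and 196 were at least 3-fold lower, 98 with and 98 without introns; scaled by TMM the numbers were 79 and 250. From the up-regulation of intronless mRNAs, in contrast to intron-containing mRNAs, the paper proposes a potential regulation by SMD. It does not rule out pleiotropic effects for some of these mRNAs.

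**Figure D2:**
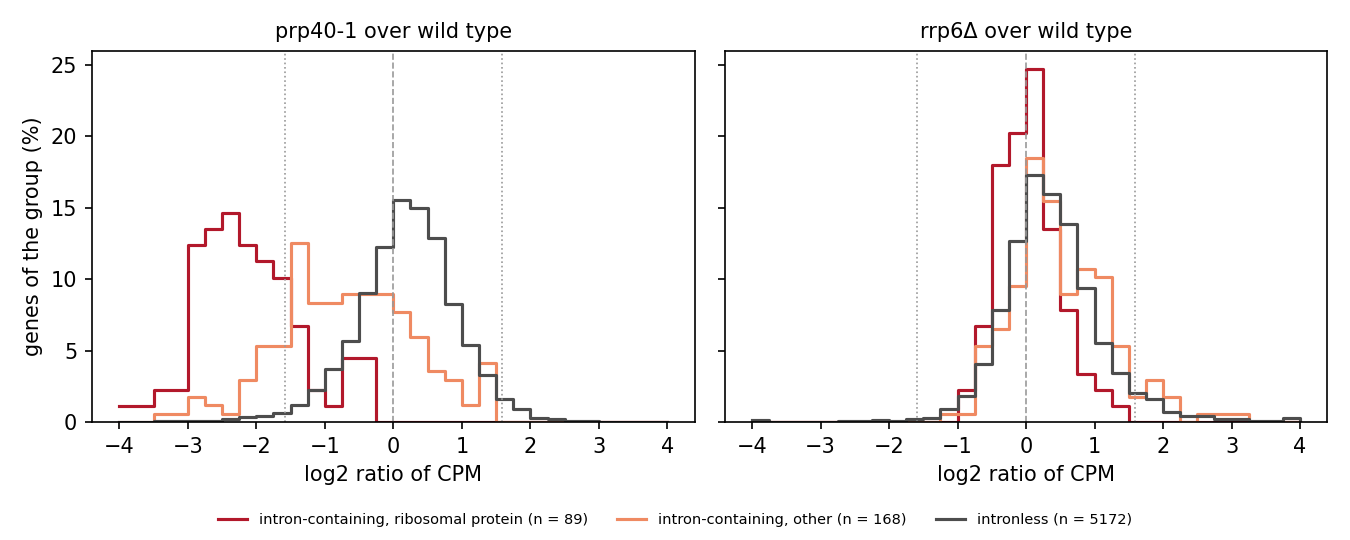
Distribution of the log2 ratio of CPM over mRNA reads to the wild type (horizontal axis) in prp40-1 and in rrp6Δ, for 89 intron-containing ribosomal protein genes, 168 other intron-containing genes and 5172 intronless genes, with the percentage of each group on the vertical axis. Dotted lines mark 3-fold in either direction and values beyond 4 are in the end bins; in prp40-1 the medians are -2.16, -0.69 and 0.22, and in rrp6Δ 0.04, 0.37 and 0.31, where TMM moves the last medians to 0.02 and -0.25, 0.09 and 0.03.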

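ERO1, which drives disulfide formation in the endoplasmic reticulum, was at a ratio of 3.38 in prp40-1 over the wild type (counting interval 3.16–3.62), and ULI1, another target of the unfolded protein response, at 4.85 (2.36–14.3, from 22 and 8 reads). These were the 2 members of a list of 24 targets of this response that were at least 3-fold higher; 18 were above 1, and the median was 1.47 (percentile 99.1 among random lists). Among the 140 intronless genes at least 3-fold higher, 2 were on this list, against 21 of 5027 other measured intronless genes (odds ratio 3.45, Fisher's exact test, two-sided, p = 0.128, over genes of 2 libraries and not over strains). On the lists of heat shock, general stress and proteasome genes were 20 of the 140. The carbonic anhydrase gene NCE103 was at 7.65 (5.17–12.8), the ubiquitin ligase regulator gene ROQ1 at 9.55 (6.95–14.3) and the aggregation factor gene BTN2 at 5.71 (3.66–10.2). Of 59 genes of spliceosome proteins 4 were at least 3-fold higher, with a median of 1.36 (percentile 98.2), among them CEF1 (4.55, 2.51–10.2) and LUC7 (3.01, 2.00–4.80). With TMM 2 of these 59 and 1 of the 24 targets of the unfolded protein response were at least 3-fold higher. Counted by distinct intervals 67 intronless genes were at least 3-fold higher, with a pseudocount of 5 CPM 72, with median-ratio scaling 75 and without the minimum of 30 reads 171.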

Compared with the parental strain, levels of 197 intronless transcripts increased at least threefold in the *prp40-1* mutant, and these were significantly enriched for genes involved in the unfolded protein response (*P*-value < 0.001). 

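ATG9, which encodes a membrane protein of autophagy, RPT2, which encodes an ATPase of the proteasome, and the uncharacterized YML053C were the 3 genes at least 3-fold higher in prp40-1 that both carried a 5' splice site followed by a branch point and were higher in SmD1-TAP; ATG9 and YML053C were named after this was seen. RPT2 was at a ratio of 3.28 (counting interval 3.04–3.55). Both signals were present in 9 of the 140 genes (6.43%), against 5.98% of the 5167 measured intronless genes searched. Of the 140, 15 were higher in SmD1-TAP (10.7%, against 7.74%), and 6 were in both lists of 500. Scaled by all reads, 150 genes were at least 3-fold higher, of which 11 had both signals, 20 were higher in SmD1-TAP and 5 were both, BDF2 and KAR2 among them. Scaled by TMM, 2 genes had both signals and 7 were higher in SmD1-TAP, with none in common.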

Twenty-four of 197 (∼12%) contained predicted 5′ss and BPs in the right orientation, and 16 (∼8%) were also enriched in the Sm-IP data (Supplemental Fig. 4C). 

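SSA4, a stress-induced Hsp70 gene, was at a ratio of 6.22 in prp40-1 over the wild type (counting interval 5.66–6.86, 1734 against 557 reads). BDF2 was at 2.93 (2.62–3.29) and KAR2 at 2.90 (2.79–3.02), and scaled by all reads at 3.07 and 3.05. OYE3, which encodes an NADPH oxidoreductase, had 11 reads in prp40-1 and 20 in the wild type, a ratio of 1.09 (0.476–2.41). In rrp6Δ the ratios were 3.59 (3.29–3.94) for SSA4, 0.946 (0.849–1.06) for BDF2, 2.53 (2.45–2.62) for KAR2 and 1.85 (1.15–3.29) for OYE3. Relative to the median gene the prp40-1 ratios were 5.45 for SSA4, 2.57 for BDF2 and 2.55 for KAR2. BDF1, the paralog of BDF2, was at 3.80 (3.45–4.20) in prp40-1. In SmD1-TAP, SSA4 had a log2 fold change of 0.85 (standard error 0.29, adjusted p = 0.0147 from edgeR), and OYE3 had too few reads to be tested. All 3 tested members of this group of 4 were higher in SmD1-TAP, also when adjusted over the list alone (camera adjusted p = 0.460 with an estimated correlation); the paper chose the group on these libraries, so its median ratio of 2.92 in prp40-1 is not independent evidence either. The SSA4 call ended with DESeq2 (adjusted p = 0.237) and without the filter on low counts (adjusted p = 0.0777 from edgeR). Its log2 fold change was 0.29 without SmD1-TAP replicate 1, 0.70 without control replicate 1 and 0.76 without control replicate 2. With library size only it was -1.42.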

Our analyses identified four transcripts (*OYE3*, *SSA4*, *KAR2*, and *BDF2*) that we predicted were most likely to be SMD targets: They reproducibly coprecipitated with the Sm proteins and contained splice signals in the correct orientation, and their steady-state levels increased at least threefold in the *prp40-1* mutant (RNA-seq and quantitative RT–PCR [qRT–PCR]) (Fig. 6A; Supplemental Fig. 4C).

**Figure 6.**
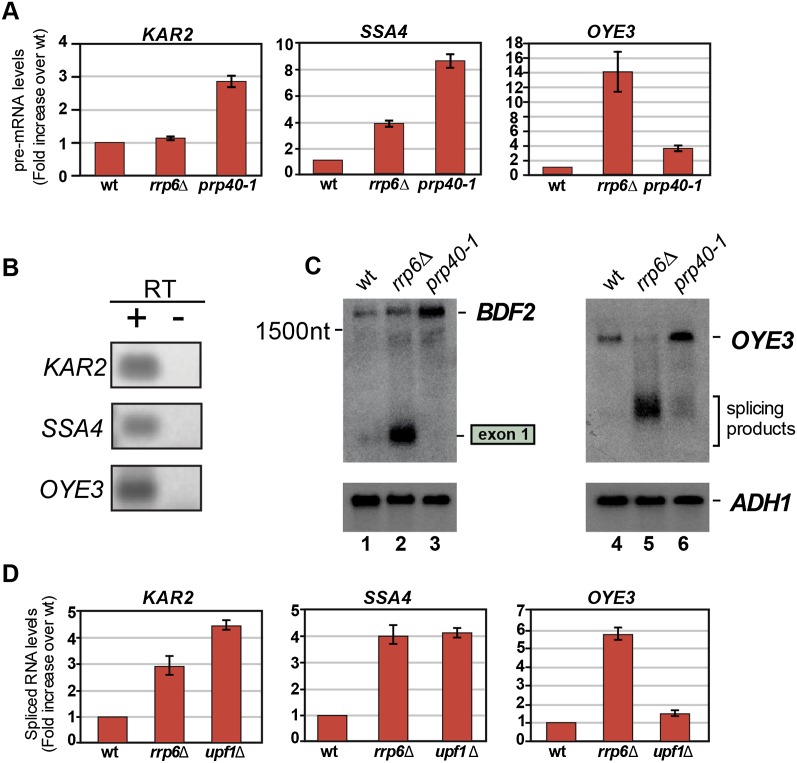
Other intronless mRNAs might be targeted by SMD. (*A*) *KAR2*, *SSA4*, and *OYE3* transcript levels increase at least threefold in the *prp40-1* mutant. To validate the RNA-seq data, mRNA levels of the transcripts predicted to be targeted by SMD was measured by qRT–PCR. Error bars indicate standard deviations. (*B*) End point RT–PCR using oligonucleotides that span exon junctions confirms splicing of the *KAR2*, *SSA4*, and *OYE3* transcripts. (*C*) *OYE3* spliced products accumulate in the *rrp6*Δ strain. Spliced and unspliced *OYE3* products were detected by Northern blot using a probe spanning the predicted intron. The *BDF2* exon 1 probe was used as a positive control. (*D*) Spliced products are stabilized in exosome (*rrp6*Δ) and (*upf1*Δ) mutants. RNA from the RNA-seq experiments was subjected to qRT–PCR using oligonucleotides that span exon junctions. The data were normalized to the *PPM2* reference gene. The *Y*-axis indicates the fold increase in the spliced RNA levels over the levels in the parental strain. Error bars indicate standard deviations.

Because SMD requires the activity of the nuclear RNA surveillance machinery, we looked for canonical splice junctions (GU/AG) in the sequencing data. The TopHat program (Kim and Salzberg 2011) identified splice junctions in the vast majority of known intronic mRNAs (79% [wild type] to 88% [*rrp6*Δ]) (Supplemental Fig. 5A). Splice junctions were also identified in 0.45% (wild type) to 1.1% (*rrp6*Δ) of mRNAs that are not known to contain introns. Based on these data, we predict that at least 1% of the intronless mRNAs might be subjected to SMD. For the vast majority of these transcripts, splicing would generate premature stop codons, and any spliced products would presumably be degraded. Indeed, in agreement with the unstable nature of SMD products, more splice junctions were identified in the *rrp6*Δ data set in addition to a higher number of reads mapped to protein-coding genes (Supplemental Fig. 5A). This indicates at least a partial stabilization of spliced products in the absence of Rrp6. Fewer splice junctions were recovered from the *prp40-1* data set, indicating that many of the identified junctions originated from a splicing event (Supplemental Fig. 5A).

A total of 227 canonical splice junctions were found in 49 transcripts, including *SSA4*, *KAR2*, and *OYE3* (Supplemental Table 2; Supplemental Fig. 5B), and 22 transcripts contained a BP consensus sequence within the predicted intron (Supplemental Table 3). Notably, splicing of *OYE3* at the identified splice sites would generate an in-frame deletion (Supplemental Fig. 6). However, as with *BDF2*, splicing could also occur at an alternative downstream 3′ss, generating an out-of-frame product (Supplemental Fig. 6). Unfortunately, we did not find any *BDF2* splice junctions in the RNA-seq data, but this could be due to the relatively low read coverage over *BDF2*. 

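Of the BDF2 sense reads, those upstream of the predicted 5' splice site made up 21.5% in rrp6Δ (207 of 964 reads; 95% exact binomial interval 18.9–24.2%) and 13.9% in the wild type (71 of 511; 11.0–17.2%). In prp40-1 they made up 2.00% (15 of 749; 1.13–3.28%). Scaled to mRNA reads, these BDF2 reads were at 38.0 CPM in rrp6Δ, 26.0 CPM in the wild type and 11.0 CPM in prp40-1. As distinct intervals over the same mRNA reads they were at 10.3, 7.69 and 8.06. That total keeps repeated intervals, and distinct intervals made up 19.6%, 20.4% and 26.5% of all reads in the 3 libraries. The values by distinct intervals therefore do not rank prp40-1 against the wild type. The rrp6Δ and wild-type libraries differed in this share (odds ratio 1.69, Fisher's exact test, two-sided, p = 0.000353), as did the prp40-1 and wild-type libraries (odds ratio 0.127, p = 1.65e-16); the test compares reads of 2 libraries, not strains. Counted by distinct intervals the shares were 15.9%, 9.46% and 4.04% in rrp6Δ, the wild type and prp40-1, with p = 0.0322 and 0.0170 against the wild type from Fisher's exact test. With reads across the site counted as upstream, a setting chosen after the data were seen, rrp6Δ and the wild type were closer, at 22.7% (20.1–25.5%) and 18.2% (14.9–21.8%; odds ratio 1.32, p = 0.0446 from Fisher's exact test).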

We did observe a modest increase in reads covering the predicted first exon in the *rrp6*Δ sequencing data (Supplemental Fig. 7), consistent with at least a partial stabilization of this product in the absence of Rrp6 (Fig. 2B).

A subset of the genes contained putative introns in the 5′ untranslated region (UTR) (*CPA2*, *GCY1*, *PIR3, SBH2*, *TBC3*, *YGR210C*, and *YRO2*) or 3′ UTR (*MSL5*, *RPL41A*, *QDR2*, and *YOR097C*). Splicing of these mRNAs is therefore not expected to alter the reading frame (Supplemental Table 2) but could potentially affect mRNA stability and/or translation efficiency.

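Of the genes with putative introns in the 5' untranslated region, SBH2, a subunit gene of the endoplasmic reticulum translocon, was higher in SmD1-TAP (log2 fold change 2.11, adjusted p = 1.43e-08 from edgeR), but at -0.18 with library size only. Of those with putative introns in the 3' untranslated region, YOR097C was higher (2.95, adjusted p = 1.87e-17 from edgeR; 0.66 and adjusted p = 0.0799 with library size only). No other tested gene of these groups passed the test, with GCY1 at 0.35, YGR210C at 0.12, YRO2 at 0.25, MSL5 at 0.12 and QDR2 at 0.40. Thus 1 of 5 tested genes of the first group and 1 of 3 of the second were higher, also when adjusted over the list alone, and the paper names these genes from the same study, so the lists are not independent evidence. PIR3 and RPL41A had too few reads in the purifications to be tested, and TBC3 matched no name of the annotation. In prp40-1 RPL41A, a ribosomal protein gene, was at a ratio of 0.177 over the wild type (counting interval 0.154–0.202) and MSL5, which encodes the branch point binding protein, at 2.69 (1.52–5.24), while SBH2 was at 0.641 (0.587–0.699). The medians were 0.842 for the 5' group (percentile 31.9 among random lists) and 1.18 for the 3' group (percentile 57.1). In rrp6Δ PIR3 was at 2.99 (1.66–7.12, 65 against 10 reads), MSL5 at 2.69 (1.73–4.77) and GCY1 at 1.77 (1.41–2.27).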

Splicing of *SSA4*, *OYE3*, and *KAR2* was confirmed by RT–PCR and sequencing of PCR products (Fig. 6B,D; data not shown), and a strong accumulation of *OYE3* spliced products could be detected in the *rrp6*Δ strain by Northern blot (Fig. 6C). Interestingly, spliced mRNA products could be (partially) stabilized by deleting Rrp6 or Upf1, indicating that, in these cases, both the nuclear exosome and cytoplasmic surveillance machineries contribute to their degradation (Fig. 6D). Because not all of the factors involved in cytoplasmic mRNA decay were analyzed here, it is possible that the actual percentage of intronless genes regulated by SMD is higher than we predicted (1%).

We conclude that, in addition to *BDF2*, SMD also regulates expression of several other intronless genes.

## Discussion

The Sm proteins play crucial roles in pre-mRNA splicing and exert their function by binding several spliceosomal snRNAs. We tandem affinity-purified RNAs associated with the Sm complex to identify novel Sm/splicesome targets. To our surprise, more than half of the top 500 recovered mRNAs were not known to contain introns. Interactions between spliceosome components and nonintronic RNAs have been reported by other groups (Kotovic et al. 2003; Moore et al. 2006; Tardiff et al. 2006; Harigaya and Parker 2012). However, the biological relevance of these interactions remained unclear. Intriguingly, recent studies have shown that the spliceosome is also used for purposes other than removing intron sequences. In particular, it has been reported that fission yeast uses (L)Sm proteins and the spliceosome to mature the 3′ end of the telomerase RNA, involving a single spliceosome-dependent cleavage step (Box et al. 2008; Tang et al. 2012). This encouraged us to investigate the association of the spliceosome with intronless transcripts in more detail. Our bioinformatics analyses show that many intronless mRNAs contain canonical splice signals in the correct orientation and therefore have the potential to recruit the splicing machinery.

To investigate the potential function of the spliceosome on intronless genes, we focused on *BDF2*, a gene encoding a bromodomain transcription factor, where we and others (Tardiff et al. 2006) observed recruitment of the spliceosome. Using yeast strains defective in nuclear RNA surveillance and pre-mRNA splicing, we discovered that splicing of the *BDF2* mRNA led to an approximately threefold reduction in *BDF2* mRNA levels, and the resulting splicing products were rapidly degraded. This phenomenon, which we refer to as SMD, down-regulates mRNA expression as opposed to a well-documented positive outcome of conventional splicing and could potentially play an important role in down-regulating transcript levels. Indeed, the 5′ss and BP consensus sequences are conserved in genes homologous to *BDF2* in related yeast species (Supplemental Fig. 8). Transcriptome sequencing of splicing and exosome mutants identified several splicing events on transcripts that were previously regarded not to have introns. We furthermore demonstrate that *KAR2*, *SSA4*, and *OYE3* mRNA levels are also regulated via SMD and identify dozens of other potential targets. Finally, we show that Bdf1, a Bdf2 paralog, is required for the recruitment of the spliceosome to *BDF2*, revealing a novel mechanism by which expression of paralogous genes can be regulated.

A growing body of evidence suggests that defective or inefficient pre-mRNA splicing leads to the production of nonfunctional and potentially toxic RNAs such as unspliced mRNA precursors as well as various splicing intermediates. These are targeted by the cellular RNA surveillance systems for destruction. The current model implicates spliceosomal components in the initial identification of defective splicing intermediates, which are discarded by the spliceosome and released to be degraded by the cellular RNA decay machineries (Houseley et al. 2006; Egecioglu and Chanfreau 2011; Parker 2012; Schmid and Jensen 2013). Unspliced RNAs are degraded by the exosome (from 3′ to 5′), Rat1/Xrn2, and Xrn1 (from 5′ to 3′) in both nuclear and cytoplasmic compartments. Our results show that *BDF2* splicing intermediates that accumulate due to delayed second step of splicing are also degraded. It was previously proposed that splicing intermediates are degraded in the cytoplasm (Hilleren and Parker 2003; Sayani et al. 2008; Mayas et al. 2010; Harigaya and Parker 2012). However, here we demonstrate that splicing products are also degraded by the nuclear exosome, as they accumulate in cells lacking Rrp6. How are these RNAs recognized by the nuclear exosome? We speculate that recognition by the nuclear surveillance machinery is coupled to the nuclear retention times of these molecules. Growing evidence suggests that splicing and surveillance are tightly connected and that the fate of pre-mRNAs is dictated by competition between degradation, splicing, and export machineries (Gudipati et al. 2012; Sayani and Chanfreau 2012). Unspliced transcripts and splicing intermediates that are efficiently exported to the cytoplasm are presumably more likely to be degraded by the cytoplasmic RNA decay machinery, whereas transcripts with relatively slow export kinetics or long nuclear retention times are (also) targeted by the nuclear degradation pathway (Sayani and Chanfreau 2012). This model also implies that slow transition kinetics from the first to the second step of splicing could render RNA more susceptible to nuclear degradation. The efficiency of the 3′ss selection depends on several factors, including the distance of 3′ss from the BP, secondary structure of the intron, and interactions with the specific protein factors (Box et al. 2008; Meyer et al. 2011). Here we demonstrate that regulation of *BDF2* by SMD can involve (at least) two different splicing events in which the same 5′ss is used but two different BP sequences (see Fig. 7). We speculate that these two BPs are competing with each other for splicing factors and that selection of the BP is stochastic. If the spliceosome uses the upstream BP (+254), then it is very unlikely that the second splicing step will take place, as the BP is more than several hundred nucleotides away from 3′ss elements (Zhang et al. 2007; Harigaya and Parker 2012). When the downstream BP is used, complete splicing can occur. Surprisingly, products generated by either pathway appear to be primarily degraded by the nuclear RNA surveillance machinery, as deletion of Rrp6 resulted in a substantial increase of partially and completely spliced products. Mutating either BP results in a twofold to threefold increase in *BDF2* steady-state levels, suggesting that both pathways contribute significantly to SMD. The selection of BP and 3′ss signals is likely the rate-limiting step in splicing of *BDF2*, and any delay presumably leads to the activation of the nuclear surveillance machinery. This model is supported by a recent study from the Baumann laboratory (Kannan et al. 2013) that focused on dissecting the mechanism of a one-step splicing reaction required for 3′ end formation of the telomerase RNA in fission yeast. This study reports that slow kinetics of the second splicing reaction due to the suboptimal positioning of the 3′ss could lead to the structural rearrangements of the spliceosome complex and subsequent discard of the intermediates. We propose that, depending on the rate of the second step of splicing, the spliceosome could either direct RNA degradation (*BDF2*) or splice pre-mRNA (conventionally spliced mRNA-encoding genes). Importantly, each of these two scenarios leads to a completely different outcome: Production of unstable aberrant RNAs negatively impacts gene expression (Fig. 7), whereas conventional splicing produces functional protein-coding mRNA.

**Figure 7.**
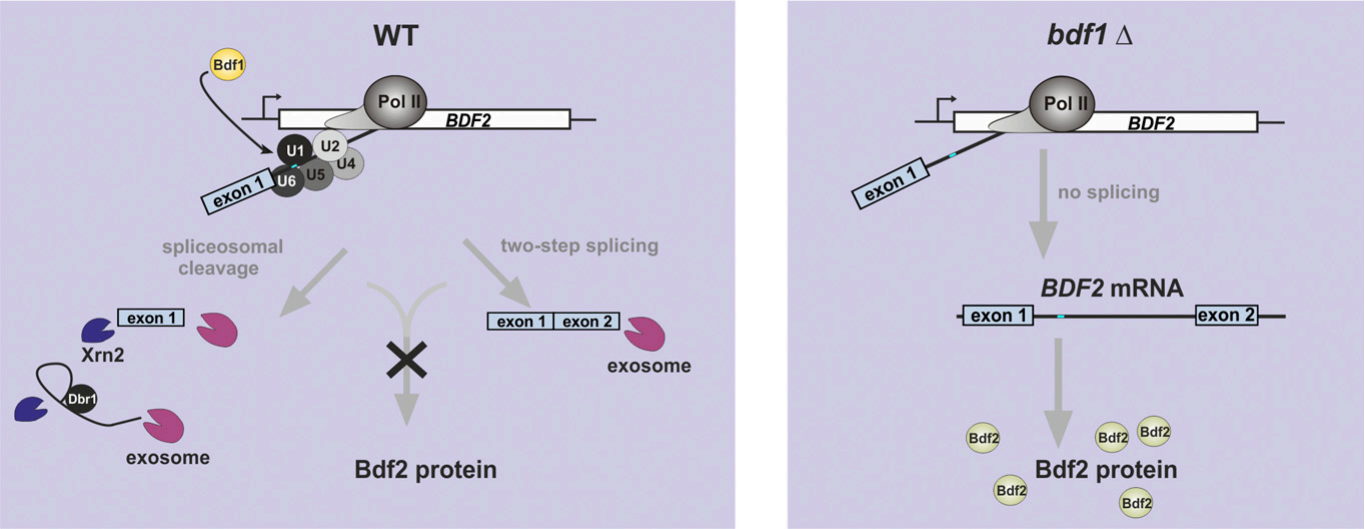
Model for the regulation of *BDF2* expression via SMD. In the presence of Bdf1, the spliceosome assembles on the *BDF2* mRNA. This leads to cleavage at the 5′ss and (1) subsequent release of exon 1 and (2) complete splicing. Splicing products are degraded by the nuclear exosome (and 5′–3′ exonuclease Rat1 may contribute as well), leading to down-regulation of Bdf2 levels. In the absence of Bdf1, the *BDF2* mRNA is not efficiently recognized by the spliceosome, and mainly nonspliced full-length *BDF2* mRNA is generated.

In *S. cerevisiae*, only a small proportion of genes contains introns and encodes transcripts that are spliced. As a possible explanation for this phenomenon, it was previously proposed that introns in many genes of the budding yeast were “lost” during the course of evolution (Fink 1987). However, recent studies as well as our data show recruitment of the spliceosome coinciding with the presence of conserved splice signals on genes that are not known to be spliced. It seems unlikely that these conserved sequences were retained through evolution without any functional implication. Indeed, we observed that a number of RNAs undergo splicing, creating fully spliced but nonfunctional RNAs that are subsequently degraded via SMD. While spliced *BDF2* products are mainly targeted in the nucleus by SMD, some products of unproductive splicing can also be degraded by NMD in the cytoplasm.

It is not clear exactly how many other genes are regulated by SMD to the same degree as *BDF2*. Under the experimental conditions used, for some intronless transcripts in which we could detect splice junctions in the RNA-seq data, we could not detect a significant increase in pre-mRNA levels in splicing mutants, indicating that splicing of these mRNAs is inefficient. It is conceivable that the presence of (canonical) splice sites is sufficient to recruit the spliceosome and perhaps drive splicing to some degree, but for most transcripts, this is not sufficient to dramatically alter steady-state RNA levels. It is also possible that significant changes will only be detectable under specific growth or stress conditions. Examples of this regulation were reported in higher eukaryotes. Thus, the well-documented unproductive outcome of alternative splicing can be used to regulate the expression of specific genes by suppressing the production of a protein in the absence of the proper biological context (Lareau et al. 2007; Ni et al. 2007). For example, the expression of PTBP1 and PTBP2 factors is regulated via this mechanism in order to control their function during neuronal differentiation (Wollerton et al. 2004). In this scenario, alternative splicing results in production of a nonfunctional RNA degraded by NMD. Experiments in the laboratory are most frequently performed when cells are growing exponentially in high concentrations of glucose or galactose, conditions rarely found in nature. Under these conditions, cells devote the vast majority of their resources to the synthesis and splicing of pre-mRNAs encoding ribosomal proteins, masking the detection of less abundant or less efficient splicing events. Indeed, differential recruitment profiles of the spliceosome and degradation machineries to target substrates were reported in response to different carbon sources (Bousquet-Antonelli et al. 2000), environmental stress (Moore et al. 2006; Pleiss et al. 2007), the cell cycle (Reis and Campbell 2007; Mullen and Marzluff 2008), and meiosis (Moore et al. 2006; McPheeters et al. 2009; Cremona et al. 2011). *BDF2* expression has also been reported to be significantly affected under different stress conditions (Causton et al. 2001; Tkach et al. 2012).

Consistent with recently published work, we also observed an increase in *BDF2* mRNA levels upon deletion of another bromodomain-containing protein, *BDF1*, whose function in transcription initiation is redundant with Bdf2 (Matangkasombut et al. 2000; Durant and Pugh 2007). We reasoned that the spliceosome could potentially regulate Bdf2 function in the cell by modulating its levels and therefore analyzed recruitment of U1 snRNP in *bdf1*Δ. Indeed, our data suggest that the approximately threefold increase in *BDF2* mRNA levels (and approximately twofold increase in protein level) in *bdf1*Δ is due to the reduced recruitment of the spliceosome to *BDF2* (Fig. 7). The function of Bdf1 in regulating gene expression via splicing, in addition to its role in transcription initiation, may explain the multiple phenotypes associated with the lack of Bdf1. For example, *BDF1* deletion causes slow growth, temperature sensitivity, salt hypersensitivity, flocculence in liquid culture, sensitivity to the DNA-damaging agent MMS, poor sporulation, and inability to grow on nonfermentable carbon sources (Lygerou et al. 1994; Chua and Roeder 1995; Liu et al. 2007).

It remains to be determined whether Bdf1 is directly involved in the recruitment of the splicing machinery or whether this is a secondary effect of its function in transcription. Deletion of Bdf1 was reported to affect snRNA levels, indicating a role in transcription of these genes (Lygerou et al. 1994); however, a more recent study has questioned these findings (Albulescu et al. 2012). We favor a model in which Bdf1 plays a direct role in regulating *BDF2* expression via modulating spliceosome recruitment. The latter could be inferred from the fact that the presence of Bdf1 on the *BDF2* gene (Venters et al. 2011) has no noticeable impact on transcription (Fig. 4C). Moreover, loss of Bdf1 was previously linked with genome-wide defective splicing and impaired recruitment of the spliceosome to spliced genes, implying a general role in splicing (Albulescu et al. 2012). As regulation at the level of chromatin has recently emerged as an additional regulatory mechanism affecting splicing (de Almeida and Carmo-Fonseca 2012), it would be interesting to examine whether Bdf1 function in splicing is mediated via recognition of the acetylated histones.

In conclusion, we propose that the cooperative contribution of multiple mechanisms during RNA processing—such as recruitment of the spliceosome, the checkpoint allowing the second step of splicing, and finally, recruitment of the exosome to the defective RNAs—is important to ensure dynamic regulation of gene expression in eukaryotes.

## Materials and methods

### Yeast strains

The *S. cerevisiae* strains used in this study are listed in Supplemental Table 4. A list of the oligonucleotides used is given in Supplemental Table 5.

### Northern blotting

RNA extractions and Northern blot experiments were performed as previously described (Vasiljeva and Buratowski 2006). Gene-specific PCR-generated fragments were used as probes using the oligonucleotides listed in Supplemental Table 5.

### Purification of the Sm complex

TAP-tagged Sm complex was purified from 16 L of yeast culture essentially as described in Vasiljeva and Buratowski (2006). RNA was extracted from calmodulin-bound material and subjected to RNA-seq.

### Transcriptional run-on

Transcriptional run-on was performed as described in Birse et al. (1997). Single-stranded probes for transcriptional run-on analysis were generated by in vitro transcription using T7 or SP6 polymerase from plasmids harboring regions corresponding to different regions of *BDF2*. *BDF2*- and *ADH1*-derived fragments were generated using the primers listed in Supplemental Table 5 and were cloned into the pCR-Blunt II-TOPO vector (Invitrogen).

### ChIP experiments

ChIP procedures and quantification were performed as described (Keogh and Buratowski 2004; Kim et al. 2004). For temperature shift experiments, cells were incubated at 23°C until OD(A_600_) = 0.5, and cells were further incubated for 120 min at 37°C. The primers are listed in Supplemental Table 5.

### High-throughput RNA-seq

Procedures for cDNA library preparation and RNA-seq are described in the Supplemental Material. Raw (fastq) and processed (bedgraph and GTF files) RNA-seq data can be downloaded from the NCBI Gene Expression Omnibus repository (http://www.ncbi.nlm.nih.gov/geo, accession number GSE49966).

## References

[B1] AlbulescuLO, SabetN, GudipatiM, StepankiwN, BergmanZJ, HuffakerTC, PleissJA 2012 A quantitative, high-throughput reverse genetic screen reveals novel connections between Pre-mRNA splicing and 5′ and 3′ end transcript determinants. PLoS Genet 8: e10025302247918810.1371/journal.pgen.1002530PMC3315463

[B2] BeggsJD 2005 Lsm proteins and RNA processing. Biochem Soc Trans 33: 433–4381591653510.1042/BST0330433

[B3] BirseCE, LeeBA, HansenK, ProudfootNJ 1997 Transcriptional termination signals for RNA polymerase II in fission yeast. EMBO J 16: 3633–3643921880410.1093/emboj/16.12.3633PMC1169987

[B4] Bousquet-AntonelliC, PresuttiC, TollerveyD 2000 Identification of a regulated pathway for nuclear pre-mRNA turnover. Cell 102: 765–7751103062010.1016/s0092-8674(00)00065-9

[B5] BoxJA, BunchJT, TangW, BaumannP 2008 Spliceosomal cleavage generates the 3′ end of telomerase RNA. Nature 456: 910–9141905254410.1038/nature07584

[B6] Carrillo OesterreichF, BiebersteinN, NeugebauerKM 2011 Pause locally, splice globally. Trends Cell Biol 21: 328–3352153026610.1016/j.tcb.2011.03.002

[B7] CaustonHC, RenB, KohSS, HarbisonCT, KaninE, JenningsEG, LeeTI, TrueHL, LanderES, YoungRA 2001 Remodeling of yeast genome expression in response to environmental changes. Mol Biol Cell 12: 323–3371117941810.1091/mbc.12.2.323PMC30946

[B8] ChuaP, RoederGS 1995 Bdf1, a yeast chromosomal protein required for sporulation. Mol Cell Biol 15: 3685–3696779177510.1128/mcb.15.7.3685PMC230606

[B9] CremonaN, PotterK, WiseJA 2011 A meiotic gene regulatory cascade driven by alternative fates for newly synthesized transcripts. Mol Biol Cell 22: 66–772114829810.1091/mbc.E10-05-0448PMC3016978

[B10] de AlmeidaSF, Carmo-FonsecaM 2012 Design principles of interconnections between chromatin and pre-mRNA splicing. Trends Biochem Sci 37: 248–2532239820910.1016/j.tibs.2012.02.002

[B11] DurantM, PughBF 2007 NuA4-directed chromatin transactions throughout the *Saccharomyces cerevisiae* genome. Mol Cell Biol 27: 5327–53351752672810.1128/MCB.00468-07PMC1952100

[B12] EgeciogluDE, ChanfreauG 2011 Proofreading and spellchecking: A two-tier strategy for pre-mRNA splicing quality control. RNA 17: 383–3892120584010.1261/rna.2454711PMC3039138

[B13] ENCODE Project Consortium, BirneyE, StamatoyannopoulosJA, DuttaA, GuigoR, GingerasTR, MarguliesEH, WengZ, SnyderM, DermitzakisET, 2007 Identification and analysis of functional elements in 1% of the human genome by the ENCODE pilot project. Nature 447: 799–8161757134610.1038/nature05874PMC2212820

[B14] FinkGR 1987 Pseudogenes in yeast? Cell 49: 5–6354900010.1016/0092-8674(87)90746-x

[B15] FuJ, HouJ, LiuL, ChenL, WangM, ShenY, ZhangZ, BaoX 2013 Interplay between BDF1 and BDF2 and their roles in regulating the yeast salt stress response. FEBS J 280: 1991–20012345206010.1111/febs.12219

[B16] GudipatiRK, XuZ, LebretonA, SeraphinB, SteinmetzLM, JacquierA, LibriD 2012 Extensive degradation of RNA precursors by the exosome in wild-type cells. Mol Cell 48: 409–4212300017610.1016/j.molcel.2012.08.018PMC3496076

[B17] HarigayaY, ParkerR 2012 Global analysis of mRNA decay intermediates in *Saccharomyces cerevisiae*. Proc Natl Acad Sci 109: 11764–117692275230310.1073/pnas.1119741109PMC3406813

[B18] HillerenPJ, ParkerR 2003 Cytoplasmic degradation of splice-defective pre-mRNAs and intermediates. Mol Cell 12: 1453–14651469059910.1016/s1097-2765(03)00488-x

[B19] HouseleyJ, LaCavaJ, TollerveyD 2006 RNA-quality control by the exosome. Nat Rev Mol Cell Biol 7: 529–5391682998310.1038/nrm1964

[B20] JonesMH, FrankDN, GuthrieC 1995 Characterization and functional ordering of Slu7p and Prp17p during the second step of pre-mRNA splicing in yeast. Proc Natl Acad Sci 92: 9687–9691756819810.1073/pnas.92.21.9687PMC40867

[B21] KannanR, HartnettS, VoelkerRB, BerglundJA, StaleyJP, BaumannP 2013 Intronic sequence elements impede exon ligation and trigger a discard pathway that yields functional telomerase RNA in fission yeast. Genes Dev 27: 627–6382346843010.1101/gad.212738.112PMC3613610

[B22] KeoghMC, BuratowskiS 2004 Using chromatin immunoprecipitation to map cotranscriptional mRNA processing in *Saccharomyces cerevisiae*. Methods Mol Biol 257: 1–161476999210.1385/1-59259-750-5:001

[B23] KimD, SalzbergSL 2011 TopHat-Fusion: An algorithm for discovery of novel fusion transcripts. Genome Biol 12: R722183500710.1186/gb-2011-12-8-r72PMC3245612

[B24] KimM, AhnSH, KroganNJ, GreenblattJF, BuratowskiS 2004 Transitions in RNA polymerase II elongation complexes at the 3′ ends of genes. EMBO J 23: 354–3641473993010.1038/sj.emboj.7600053PMC1271760

[B25] KotovicKM, LockshonD, BoricL, NeugebauerKM 2003 Cotranscriptional recruitment of the U1 snRNP to intron-containing genes in yeast. Mol Cell Biol 23: 5768–57791289714710.1128/MCB.23.16.5768-5779.2003PMC166328

[B26] LareauLF, InadaM, GreenRE, WengrodJC, BrennerSE 2007 Unproductive splicing of SR genes associated with highly conserved and ultraconserved DNA elements. Nature 446: 926–9291736113210.1038/nature05676

[B27] LiuX, ZhangX, WangC, LiuL, LeiM, BaoX 2007 Genetic and comparative transcriptome analysis of bromodomain factor 1 in the salt stress response of *Saccharomyces cerevisiae*. Curr Microbiol 54: 325–3301733484110.1007/s00284-006-0525-4

[B28] LuukkonenBG, SeraphinB 1997 The role of branchpoint–3′ splice site spacing and interaction between intron terminal nucleotides in 3′ splice site selection in *Saccharomyces cerevisiae*. EMBO J 16: 779–792904930710.1093/emboj/16.4.779PMC1169679

[B29] LygerouZ, ConesaC, LesageP, SwansonRN, RuetA, CarlsonM, SentenacA, SeraphinB 1994 The yeast BDF1 gene encodes a transcription factor involved in the expression of a broad class of genes including snRNAs. Nucleic Acids Res 22: 5332–5340781662310.1093/nar/22.24.5332PMC332079

[B30] MatangkasombutO, BuratowskiS 2003 Different sensitivities of bromodomain factors 1 and 2 to histone H4 acetylation. Mol Cell 11: 353–3631262022410.1016/s1097-2765(03)00033-9

[B31] MatangkasombutO, BuratowskiRM, SwillingNW, BuratowskiS 2000 Bromodomain factor 1 corresponds to a missing piece of yeast TFIID. Genes Dev 14: 951–96210783167PMC316539

[B32] MayasRM, MaitaH, SemlowDR, StaleyJP 2010 Spliceosome discards intermediates via the DEAH box ATPase Prp43p. Proc Natl Acad Sci 107: 10020–100252046328510.1073/pnas.0906022107PMC2890470

[B33] McPheetersDS, CremonaN, SunderS, ChenHM, AverbeckN, LeatherwoodJ, WiseJA 2009 A complex gene regulatory mechanism that operates at the nexus of multiple RNA processing decisions. Nat Struct Mol Biol 16: 255–2641919858810.1038/nsmb.1556PMC2776722

[B34] MeyerM, PlassM, Perez-ValleJ, EyrasE, VilardellJ 2011 Deciphering 3′ss selection in the yeast genome reveals an RNA thermosensor that mediates alternative splicing. Mol Cell 43: 1033–10392192539110.1016/j.molcel.2011.07.030

[B35] MooreMJ, ProudfootNJ 2009 Pre-mRNA processing reaches back to transcription and ahead to translation. Cell 136: 688–7001923988910.1016/j.cell.2009.02.001

[B36] MooreMJ, SchwartzfarbEM, SilverPA, YuMC 2006 Differential recruitment of the splicing machinery during transcription predicts genome-wide patterns of mRNA splicing. Mol Cell 24: 903–9151718919210.1016/j.molcel.2006.12.006

[B37] MorrisDP, GreenleafAL 2000 The splicing factor, Prp40, binds the phosphorylated carboxyl-terminal domain of RNA polymerase II. J Biol Chem 275: 39935–399431097832010.1074/jbc.M004118200

[B38] MullenTE, MarzluffWF 2008 Degradation of histone mRNA requires oligouridylation followed by decapping and simultaneous degradation of the mRNA both 5′ to 3′ and 3′ to 5′. Genes Dev 22: 50–651817216510.1101/gad.1622708PMC2151014

[B39] NiJZ, GrateL, DonohueJP, PrestonC, NobidaN, O'BrienG, ShiueL, ClarkTA, BlumeJE, AresMJr 2007 Ultraconserved elements are associated with homeostatic control of splicing regulators by alternative splicing and nonsense-mediated decay. Genes Dev 21: 708–7181736940310.1101/gad.1525507PMC1820944

[B40] NobleSM, GuthrieC 1996 Identification of novel genes required for yeast pre-mRNA splicing by means of cold-sensitive mutations. Genetics 143: 67–80872276310.1093/genetics/143.1.67PMC1207296

[B41] ParkerR 2012 RNA degradation in *Saccharomyces cerevisae*. Genetics 191: 671–7022278562110.1534/genetics.111.137265PMC3389967

[B42] PleissJA, WhitworthGB, BergkesselM, GuthrieC 2007 Rapid, transcript-specific changes in splicing in response to environmental stress. Mol Cell 27: 928–9371788966610.1016/j.molcel.2007.07.018PMC2081968

[B43] ReisCC, CampbellJL 2007 Contribution of Trf4/5 and the nuclear exosome to genome stability through regulation of histone mRNA levels in *Saccharomyces cerevisiae*. Genetics 175: 993–10101717909510.1534/genetics.106.065987PMC1840065

[B44] SapraAK, KhandeliaP, VijayraghavanU 2008 The splicing factor Prp17 interacts with the U2, U5 and U6 snRNPs and associates with the spliceosome pre- and post-catalysis. Biochem J 416: 365–3741869115510.1042/BJ20081195

[B45] SayaniS, ChanfreauGF 2012 Sequential RNA degradation pathways provide a fail-safe mechanism to limit the accumulation of unspliced transcripts in *Saccharomyces cerevisiae*. RNA 18: 1563–15722275378310.1261/rna.033779.112PMC3404376

[B46] SayaniS, JanisM, LeeCY, ToescaI, ChanfreauGF 2008 Widespread impact of nonsense-mediated mRNA decay on the yeast intronome. Mol Cell 31: 360–3701869196810.1016/j.molcel.2008.07.005PMC2600495

[B47] SchmidM, JensenTH 2013 Transcription-associated quality control of mRNP. Biochim Biophys Acta 1829: 158–1682298219710.1016/j.bbagrm.2012.08.012

[B48] SetoAG, ZaugAJ, SobelSG, WolinSL, CechTR 1999 *Saccharomyces cerevisiae* telomerase is an Sm small nuclear ribonucleoprotein particle. Nature 401: 177–1801049002810.1038/43694

[B49] TangW, KannanR, BlanchetteM, BaumannP 2012 Telomerase RNA biogenesis involves sequential binding by Sm and Lsm complexes. Nature 484: 260–2642244662510.1038/nature10924PMC3326189

[B50] TardiffDF, LacadieSA, RosbashM 2006 A genome-wide analysis indicates that yeast pre-mRNA splicing is predominantly posttranscriptional. Mol Cell 24: 917–9291718919310.1016/j.molcel.2006.12.002PMC1828117

[B51] TkachJM, YimitA, LeeAY, RiffleM, CostanzoM, JaschobD, HendryJA, OuJ, MoffatJ, BooneC, 2012 Dissecting DNA damage response pathways by analysing protein localization and abundance changes during DNA replication stress. Nat Cell Biol 14: 966–9762284292210.1038/ncb2549PMC3434236

[B52] VasiljevaL, BuratowskiS 2006 Nrd1 interacts with the nuclear exosome for 3′ processing of RNA polymerase II transcripts. Mol Cell 21: 239–2481642701310.1016/j.molcel.2005.11.028

[B53] VentersBJ, WachiS, MavrichTN, AndersenBE, JenaP, SinnamonAJ, JainP, RolleriNS, JiangC, Hemeryck-WalshC, 2011 A comprehensive genomic binding map of gene and chromatin regulatory proteins in *Saccharomyces*. Mol Cell 41: 480–4922132988510.1016/j.molcel.2011.01.015PMC3057419

[B54] WahlMC, WillCL, LuhrmannR 2009 The spliceosome: Design principles of a dynamic RNP machine. Cell 136: 701–7181923989010.1016/j.cell.2009.02.009

[B55] WillCL, LuhrmannR 2011 Spliceosome structure and function. Cold Spring Harb Perspect Biol 3: a0037072144158110.1101/cshperspect.a003707PMC3119917

[B56] WollertonMC, GoodingC, WagnerEJ, Garcia-BlancoMA, SmithCW 2004 Autoregulation of polypyrimidine tract binding protein by alternative splicing leading to nonsense-mediated decay. Mol Cell 13: 91–1001473139710.1016/s1097-2765(03)00502-1

[B57] YoshikawaK, TanakaT, IdaY, FurusawaC, HirasawaT, ShimizuH 2011 Comprehensive phenotypic analysis of single-gene deletion and overexpression strains of *Saccharomyces cerevisiae*. Yeast 28: 349–3612134130710.1002/yea.1843

[B58] ZagorskiJ, TollerveyD, FournierMJ 1988 Characterization of an SNR gene locus in *Saccharomyces cerevisiae* that specifies both dispensible and essential small nuclear RNAs. Mol Cell Biol 8: 3282–3290285048710.1128/mcb.8.8.3282-3290.1988PMC363561

[B59] ZhangD, AbovichN, RosbashM 2001 A biochemical function for the Sm complex. Mol Cell 7: 319–3291123946110.1016/s1097-2765(01)00180-0

[B60] ZhangZ, HesselberthJR, FieldsS 2007 Genome-wide identification of spliced introns using a tiling microarray. Genome Res 17: 503–5091735113310.1101/gr.6049107PMC1832097

How the deposited data were processed for this re-analysis (not part of the article)

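RNA recovered in 2 SmD1-TAP purifications and 2 purifications from an untagged strain, and total RNA depleted of rRNA from the wild-type, prp40-1 and rrp6Δ strains, was sequenced as 7 libraries in all. The purifications gave single reads and the total RNA gave read pairs. The files deposited by the authors list, for each interval and strand, the count of uniquely mapped reads and the gene or genes it overlaps, with a read pair counted a single time; no normalization was applied by the authors to these counts. The submitters' processing notes name CASAVA 1.7, Novoalign 2.05 and bedtools (version not given), and the headers name pyReadCounters as the program that wrote the intervals. The genome build of the files is not given in the sources used here; browser views in the paper's Fig. 1D,E are drawn on sacCer2. Ends of reads at the borders of noncoding RNA genes were therefore compared with R64. On chromosome XI they were shifted by as much as -359 bases, and on the other chromosomes compared by less than the tolerance of 10 bases. No such border was compared on chromosomes I and VI. R64 was used for gene borders and sequences, and the 13 intron-containing genes of chromosome XI, mitochondrial genes and genes with introns shorter than the margin allows were left out of the intron counts, which leaves 258 of 282 genes. The margin was 20 bases inside each intron border.

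From the files, reads were summed per gene on the sense strand, using reads that lie on a single gene. A read on several genes of which 1 was noncoding was given to the noncoding gene and counts as on a single gene. Of 6977 feature names in the files other than intergenic regions and SUT or CUT entries, 6121 matched a name of the annotation and 856 did not; the latter were not tested. Reads on no gene of the annotation were 2.09% and 1.45% of the SmD1-TAP reads, 4.02% and 4.23% of the control reads, and 1.04%, 2.45% and 0.938% of the wild-type, rrp6Δ and prp40-1 reads, and they entered neither the library sizes of edgeR nor the mRNA totals of the strains, but are part of the totals of all mapped reads.

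SmD1-TAP and control purifications were compared with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test on counts scaled by TMM, for genes kept by edgeR's filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were tested with fry and camera of limma 3.58.1, the latter with a preset correlation of 0.01 and with an estimated correlation, over the 28 lists with at least 2 tested genes; fry asks whether the genes of a list move on balance in a single direction and does not compare the list with other genes. By fry, 13 of the 28 lists moved up and none down. None of the camera calls with the preset correlation held with an estimated correlation after adjustment over the 28 lists. The Sm-class snRNAs, 4 of 4 tested higher, and the intron-containing ribosomal protein genes, 89 of 89 higher, were at adjusted p = 0.460 from camera there. With 2 residual degrees of freedom this setting has little power, so a list that misses its threshold is not thereby shown to be unchanged. DESeq2 1.42.0 was used as an alternative. Genes at 0 or few counts in a group were also set at their bounds, which moved the median of no list with 2 or more tested genes. The total RNA libraries, 1 per strain, were compared by ratios of CPM over mRNA reads with exact conditional binomial intervals at 95%, a pseudocount of 0.5 CPM and a minimum of 30 reads over the 3 libraries, and genes at least 3-fold higher or lower were counted. For a gene list the median ratio was placed among 10000 random lists of the same size matched on expression. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

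Where a group held no read of a gene, the fold is given against a floor of 3 counts over the group. With 88027 reads in the smallest and 198182 in the largest purification, genes of low expression are measured by a handful of reads. Simulated counts, 20 sets, took the means of the controls, the depths of the purifications and 1 dispersion for all genes. Each set had 200 changed genes, and a median of 3214 genes was tested. In these sets edgeR called 48.8% of the genes changed 2-fold, 100% of those changed 4-fold and 100% of those changed 8-fold, and 0.268% of the unchanged genes. False calls were 4.57% of all calls on average (1.73–9.47% over the sets). Changed genes were drawn only from genes better covered in the controls, and no set held the gain of snRNA reads. These rates therefore do not cover genes with few reads or the shift in composition of the SmD1-TAP libraries. In simulated libraries of prp40-1 and the wild type with 4912 genes, 100% of the genes changed 5-fold and 0% of those changed 2-fold were counted as at least 3-fold higher. The log2 CPM of the 2 SmD1-TAP libraries correlated across genes with Pearson's r of 0.872, those of the controls with 0.874, and those of a purification and a control with 0.281 to 0.356; genes are not independent replicates.

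Sample groups and gene lists were set before the data were examined, as were the tests and alternatives other than those named as chosen after the data were seen. The lists are Sm-class snRNAs, U6 snRNA, telomerase RNA, other abundant noncoding RNAs, snoRNAs, tRNAs, ribosomal protein genes with and without introns, other intron-containing genes, spliceosome proteins, nuclear export and poly(A) factors, the nuclear exosome and TRAMP, cytoplasmic decay factors, mRNAs attenuated by Nrd1 and the nuclear exosome, targets of the unfolded protein response, heat shock (Hsf1) targets, general stress (Msn2/4) targets, Yap1 targets, proteasome (Rpn4) genes, phosphate (Pho4) genes, glycolysis, mitochondrial respiration, ribosome biogenesis, histones, meiosis genes, MATa-specific and MATalpha-specific genes, marker loci of the strain background, and 4 groups of genes that the paper names. The genes named in the text are those the paper names, apart from an item that is not reported here; the 10 intronless and 10 intron-containing genes with the largest log2 fold change and the 10 lowest among those past the threshold in SmD1-TAP and, for the former, higher in both purifications than in both controls; the 12 highest and 12 lowest in each strain among genes with at least 100 reads in 1 of the 2 libraries; and up to 4 members of each list with the largest change in its direction. Others are named as chosen after their values were seen. Alternatives were other scalings, filters and pseudocounts, counting of distinct intervals or of both strands, leaving out each purification, and other rankings and sequence searches. The files hold no gapped intervals, so spliced reads were not counted, and genes of chromosome I are not analysed here in total RNA, since those libraries hold no read there.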

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

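The tests of carry-over between libraries, of the loss of ribosomal protein mRNAs and of splice signals were chosen only after the results they bear on were seen; the tests of a marker genotype and of the stress lists were chosen before.

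Reads at marker loci of the strain background were found far above the wild-type library in both mutants, at loci the paper does not discuss. In rrp6Δ URA3 had 7867 reads, LEU2 1172 and MET17 133, and in prp40-1 URA3 had 378 and LEU2 42, whereas the wild type had 6, 1 and 1. Over these loci and HIS3 the median ratio to the wild type was 84.7 in rrp6Δ and 17.3 in prp40-1, and 15.0 and 5.13 with a pseudocount of 5 CPM in place of 0.5, which matters with so few wild-type reads. A candidate explanation is a marker genotype that differs from that of the wild-type library, whose label names BY4741. These 4 loci were listed beforehand as marker loci of BY4741. The rrp6Δ reads touched 100% of the coding bases of URA3 and of LEU2, and wild-type reads 43.3% and 9.22%. If so, ratios of the mutants to the wild type also compare different marker genotypes. Carry-over of rrp6Δ reads into the prp40-1 library would give each gene at least the prp40-1 over rrp6Δ ratio of URA3 (0.192, 0.172–0.213). Of 17 genes with many rrp6Δ and few wild-type reads 3 had an upper bound below 0.172, YGL088W (0.0174, upper bound 0.0510), YJL047C-A (0.0366, upper bound 0.0801) and MET17 (0 reads, upper bound 0.112), which argues against carry-over as the whole source of the URA3 reads in prp40-1; YGL088W and YJL047C-A were named after their values were seen, and an effect of the mutations on these loci was not tested.

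In prp40-1 the median ratio over the wild type was 2.91 for heat shock (Hsf1) targets and 2.35 for proteasome (Rpn4) genes, groups the paper does not discuss, both above all 10000 random lists of the same size and expression. They are part of a wider pattern of 140 intronless genes at least 3-fold higher, of which 20 were on the heat shock, general stress or proteasome lists. These lists hold only 26, 25 and 32 genes, so they could cover most of the 140 only if nearly every member rose. The count therefore cannot decide whether a stress response reaches the genes outside the lists. With ribosomal protein genes left out of the total 102 genes were at least 3-fold higher, which argues against the loss of ribosomal protein mRNAs from the total as the whole cause. Splice signals in the coding region do not account for most of the 140 genes, since 9 of them had a 5' splice site followed by a branch point there. For those 9 they stay open: the odds ratio was 1.08 (95% interval 0.479–2.15, p = 0.720 from Fisher's exact test, two-sided, over genes of 2 libraries), an interval that holds 1 and does not decide. With 1 library per strain, the loss of Prp40 function and any other difference between the cultures cannot be separated, and no replicate check was possible.

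In rrp6Δ the median ratio over the wild type was 2.45 for genes of mitochondrial respiration and 2.58 for meiosis genes, both outside the genes the paper discusses.

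In SmD1-TAP the snoRNAs SNR18 and SNR17A were above the untagged controls. SNR18, which lies in an intron of EFB1 on chromosome I (142367–142468 of R64), had a log2 fold change of 6.06 from 45 and 27 reads against 1 and 1 (pooled ratio 78.4, counting interval 20.9–660). Reads on both SNR18 and EFB1 were counted for SNR18, so unspliced EFB1 RNA can be among them. Intron reads of EFB1 were 97 and 72 in SmD1-TAP against 1 and 4 in the controls. SNR17A, the U3 snoRNA, whose own gene contains an intron, lies on chromosome XV (780107–780596) and had a log2 fold change of 3.06 (standard error 0.32, adjusted p = 2.73e-20 from edgeR).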

How the results depend on the processing

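The settings that left out HAC1, counted BDF2 reads across the site as upstream, took both strands for the snRNA share, searched signals in any order, with ACTAAC or with flanks of 500 bases, and the scaling, block and replicate settings for gene lists in SmD1-TAP were chosen after seeing the data. Of the results that answer a comparison, 105 values under other settings stayed within the spread, or within 1.5 times for counts, 56 moved, 4 fell short of the threshold in the same direction and 1 turned; of the values of single named genes 5617 stayed, 747 moved, 137 lost and 76 gained a call in the same direction and 33 turned. Except where a setting's construction is named, the cause was not tested. With library size only, which does not offset the gain of snRNA reads, SmD1-TAP had 197 genes higher, 2502 lower and 43 intronless genes higher, and fry called 3 gene lists up and 19 down. DESeq2 called 213 intronless genes higher and 7 genes lower, and with distinct intervals 392 genes were lower. The snRNA share was 10.5% with distinct intervals, 65.4% over gene reads only and 63.9% with both strands. In prp40-1, 79 genes were at least 3-fold higher with TMM, 75 with median-ratio scaling, 72 with a pseudocount of 5 CPM and 67 with distinct intervals, all of them intronless, and 120 were at least 3-fold lower with a pseudocount of 5 CPM. In rrp6Δ the numbers higher were 180 with TMM, 161 with median-ratio scaling, 133 with a pseudocount of 5 CPM and 451 with both strands, and 23 were lower with distinct intervals. The intron share in the wild type, rrp6Δ and prp40-1 was 7.87%, 8.31% and 16.5% for reads wholly within introns, 17.0%, 18.4% and 19.4% without ribosomal protein genes, 8.23%, 8.93% and 25.7% without host introns, 8.48%, 9.40% and 23.1% without HAC1, 11.9%, 13.7% and 15.5% without HAC1 and ribosomal protein genes, and 6.19%, 6.97% and 23.8% without HAC1 and host introns; prp40-1 was highest in each. The share of BDF2 reads upstream of the site was 9.46%, 15.9% and 4.04% in the wild type, rrp6Δ and prp40-1 with distinct intervals, and 18.2%, 22.7% and 4.27% with reads across the site counted as upstream, where the wild type and rrp6Δ came closer. The odds ratio of splice signals, which takes no account of length, turned to 0.61 within the lists of 500. Over the genome 522 intronless genes had both signals in any order, 836 with flanks of 500 bases and 382 with any base after ACTAAC.

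The log2 fold changes that turned did so with library size only, where the median of all genes is itself lower. They became -1.13 for ADE12, -0.88 for ADH1, -0.58 for ASC1, -0.091 for BTN2, -1.58 for ENO2, -1.03 for GPM1, -1.04 for HRP1, -0.89 for HSP30, -1.07 for HTB2, -1.01 for KAR2, -0.74 for NAB2, -0.12 for NMD2, -1.43 for NPL3, -1.32 for PGI1, -1.03 for PRE8, -1.36 for RPL2A, -0.99 for RPN11, -1.20 for RPN6, -0.50 for RPP2A, -1.20 for RPP2B, -0.064 for RPS14B, -1.31 for RPT2, -0.18 for SBH2, -0.0091 for SIS1, -0.14 for SNR191, -0.0085 for SNR44, -1.42 for SSA4, -1.52 for STI1, -0.43 for TDH1, -0.67 for TDH2, -1.24 for TPI1, -1.30 for URA8 and -1.35 for XRN1.

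When each purification was left out in turn, where the lone library is assumed to vary like the other group, the genes higher numbered 477 to 601, the genes lower 90 to 212, the intron-containing genes higher 194 to 224 and the intronless genes higher 272 to 366. The difference between the medians of intron-containing and intronless genes was 3.47 to 3.87, and fry called 0 to 0 gene lists up, against 13 with all libraries, and at an unadjusted p under 0.05 between 4 and 6. Replicate numbers are shared by SmD1-TAP and control purifications, but nothing says that they mark a shared day or culture, and deviations of same-numbered libraries from their group means correlated with 0.0678 over genes. With the replicate number as a block, SmD1-TAP enriched genes numbered 652 and SmD1-TAP depleted genes 244, with 212 SmD1-TAP enriched intron-containing genes and 427 SmD1-TAP enriched intronless genes, the difference of medians was 3.83, and fry called 3 gene lists up, 13 at an unadjusted p under 0.05. No paired analysis was possible for the strains because each has 1 library. The setting that counts BDF2 reads across the site as downstream equals the setting used, a pseudocount of 10 CPM left the shared lists of 500 at 376 genes, and a count of spliced reads gave no value, since no interval holds a gap.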

Differences from the paper's values

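The search with flanks of 500 bases was chosen only after the paper's count and the count here were seen. The paper counts 44 intronless mRNAs of the shared lists of 500 with a 5' splice site followed by a branch point, and 10 were found here. Among the alternatives set before the data were examined, ranking by abundance gave 10, the mean of both controls 11, a pseudocount of 10 CPM 10, no minimum of reads 7 and flanks of 200 bases 20, all of which still differ from the paper's number.

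The paper counts 835 intronless genes of the genome with both signals in order, against 337 here in the coding region. With flanks of 200 bases, set before the data were examined, 496 were found, which still differs. Flanks of 500 bases gave 836; this setting was chosen after seeing the values, with any order (522) and any base after ACTAAC (382) tried beside it, and it drops 0 of the 11 genes the paper names with both signals, while the coding region drops 2, SSA4 and THP3, and flanks of 200 bases drop 1, SSA4.

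Of the intronless genes at least 3-fold higher in prp40-1, the paper counts 24 with splice signals and 9 were found here. All the alternatives set before the data were examined differ from the paper's number, from 2 with TMM to 11 with all reads as the total.

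The paper counts 6 intronless Sm-associated mRNAs with splice signals and an Sm site within 50 bases upstream of the 5' splice site, and 0 were found in the shared lists of 500, also when ranked by abundance, with the mean of both controls, with a pseudocount of 10 CPM and without the minimum of reads. Among all intronless genes higher in SmD1-TAP 1 was found.

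OYE3 is at least 3-fold higher in prp40-1 in the paper, the paper's threshold being 3, where the increase rests on RNA-seq and qRT-PCR. It was at a ratio of 1.09 here, from a handful of reads in either library, which does not bear on the qRT-PCR. Under the alternatives set before the data were examined the ratio was between 0.655 with distinct intervals and 1.14 with all reads as the total, and each differs. KAR2 and BDF2, also given as at least 3-fold higher in the paper, were at 2.90 and 2.93, and reached 3.05 and 3.07 with all reads as the total; BDF2 was at 3.28 with both strands. They were further from the threshold with distinct intervals (1.98, which differs, and 2.04), TMM (2.53 and 2.55) and median-ratio scaling (2.52 and 2.54). SSA4 was above the threshold with each of these settings.

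The paper reports snR190 among the RNAs recovered with SmD1-TAP, and here SNR190 was lower than in the controls, with a log2 fold change of -0.74. That call ended with distinct intervals (-0.10), both strands and DESeq2, none of which called it higher. SNR190 was at -0.76, -0.68 and -0.58 without SmD1-TAP replicate 1, SmD1-TAP replicate 2 and control replicate 2. TLC1 and SNR6 were higher. The paper gives intronless mRNAs as the larger part of the mRNAs shared by the lists of 500, against 47.1% here, and 55.5% of 418 shared mRNAs when ranked by abundance. It counts 341 intron-containing genes, and the annotation used here holds 282. For snRNAs the paper gives 35% to 40% of uniquely mapped cDNAs. The shares here were 52.3% and 59.2%, and 9.21% and 11.8% with distinct intervals. The paper names mRNAs with splice signals among those associated with SmD1, of which FBA1, UTH1, PSK1 and STE6 did not pass the test with edgeR here. BDF2, THP3, KAR2, PGI1 and XRN1 did, but the PGI1 and XRN1 calls ended with DESeq2. Without control replicate 2 PGI1 was at 0.75, and without control replicate 1 XRN1 was at 0.70. With library size only KAR2, PGI1 and XRN1 were lower. PSK1 passed with both strands and with the replicate number as a block, but was lower with library size only. Without SmD1-TAP replicate 2 it was at 1.02. No setting run called FBA1, UTH1 or STE6 higher. The paper reports SSA4 and OYE3 with splice signals; SSA4 had them in order here only with flanks of 500 bases, and OYE3 had too few reads to be tested in SmD1-TAP. The paper reports more reads in introns in prp40-1, where the share of intron reads was higher here but intron reads scaled to mRNA reads were at 8696 CPM against 9652 CPM in the wild type; on this scale 100 of 177 genes were higher and 72 lower, and without HAC1 and host introns, chosen after seeing the values, the level was higher in prp40-1 (5905 against 5069 CPM). The paper reports an enrichment of genes of the unfolded protein response among the intronless mRNAs higher in prp40-1, and 2 of 140 were on the list used here, which is not the paper's annotation (odds ratio 3.45, Fisher's exact test, two-sided, p = 0.128).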

Other observations

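The tests of scaling, of identical intervals and of coding length were all chosen only after the result was seen.

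In rrp6Δ 286 genes were at least 3-fold higher than in the wild type, 273 intronless and 13 with introns, and 35 were lower; with TMM the numbers were 180 and 51, and with median-ratio scaling 161 and 52. All 33 genes of mitochondrial respiration lay above a ratio of 1 and 12 were at least 3-fold higher, among them CYC1, which encodes cytochrome c (10.6, counting interval 7.42–17.6), the cytochrome c1 gene CYT1 (6.50) and QCR9 (4.62); the median stayed above 1 with TMM (2.02) and median-ratio scaling (1.97), but 31 genes lay above 1 and 6 were at least 3-fold higher with either, and 7 with a pseudocount of 5 CPM and 2 with distinct intervals. All 21 measured meiosis genes lay above 1 and 6 at least 3-fold, among them SPS1 (8.29), REC102 (6.86) and RED1 (6.23), with a median of 2.15, 18 genes above 1 and 4 at least 3-fold higher under TMM, 2 at least 3-fold higher with a pseudocount of 5 CPM and 10 of 24 with both strands, and a percentile of 99.9 among random lists. Heat shock targets had a median of 1.94 (percentile 100; 1.59 with TMM), BTN2 being at 10.5, and proteasome genes of 1.46 (percentile 100; 1.17 with median-ratio scaling). TRS31, which encodes a subunit of a vesicle tethering complex, was at 18.7 (14.6–25.8, 1992 against 52 reads), the oligopeptide transporter gene OPT2 at 15.0 (11.4–21.2) and the proline permease gene PUT4 at 12.7 (8.32–24.1). The paper reports 3' extended RNA species in rrp6Δ, and whether reads on a coding region came from its own mRNA was not tested. Among the lowest were the ferroxidase gene FET3 at 0.105 (0.0913–0.118, 285 against 1373 reads) and the siderophore transporter gene SIT1 at 0.185. AIF1 had 0 reads against 181 and YBR013C 0 against 153. Phosphate (Pho4) genes had a median of 0.806 (percentile 0.08), with PHO84 at 0.496, histone genes of 0.837 (percentile 0.75) and MATa-specific genes of 0.779 (percentile 0.64), all below 1 with TMM as well. Export and poly(A) factors were at a median of 1.32 (percentile 97.8), spliceosome proteins at 1.31 (38.0), the nuclear exosome and TRAMP at 1.28 (64.5) and targets of the unfolded protein response at 1.26 (71.1). The medians of glycolysis (1.10), general stress targets (1.07), Yap1 targets (1.10), cytoplasmic decay factors (1.18), mRNAs attenuated by Nrd1 (1.19) and ribosome biogenesis (1.02) lay above 1 but below 1 with TMM. Of the groups the paper names, which it chose in the same study, the SMD targets were at 2.16, the 8 measured intronless Sm-associated genes with splice signals, a list without SSA4 and OYE3, at 0.859, and those with introns in the 3' and 5' untranslated regions at 1.24 and 1.08, the last of which became 0.883 with TMM. Reads that lie only on cryptic unstable transcripts were at 3431 CPM in rrp6Δ, 833 in the wild type and 630 in prp40-1. With 1 library per strain none of these ratios has a replicate check.

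In prp40-1 phosphate genes were low, with a median of 0.723 (percentile 0.63 among random lists) and PHO84 at 0.244 (0.157–0.353), as were MATa-specific genes (0.584, percentile 1.51), mRNAs attenuated by Nrd1 (0.772, percentile 1.29), ribosome biogenesis genes (0.905, percentile 0.43) and genes of mitochondrial respiration (0.934, percentile 0.90), each also below 1 with TMM. Histone genes were at 0.958 (percentile 20.5), which turned to 1.01 with all reads as the total. Meiosis genes (1.24, percentile 87.5), which turned to 0.868 with both strands, cytoplasmic decay factors (1.34, 88.7), Yap1 targets (1.21, 71.4), and the nuclear exosome and TRAMP (1.17, 52.1) lay above 1, and export and poly(A) factors had a median log2 ratio of 0.26 (75.4). The 8 measured genes that the paper names among the intronless Sm-associated mRNAs with splice signals, a list without SSA4 and OYE3, were at 1.01 (58.5) and at 0.882 with TMM. In SmD1-TAP 6 of 12 tested export and poly(A) factor genes were higher and 1 lower (also when adjusted over the list alone), among them the intron-containing YRA1 (log2 fold change 3.36) and HRB1 (3.28) and the intronless NAB2 (1.54), against 3 higher and 9 lower with library size only. Both tested meiosis genes, IME2 (3.64) and the intron-containing REC107 (3.33), were higher, also when adjusted over the list alone and with library size only (camera adjusted p = 0.460 with an estimated correlation), but without SmD1-TAP replicate 1 the list had 1 of 2 tested genes higher and its median of 3.49 became 1.62. Of 29 proteasome genes 7 were higher and none lower (6 when adjusted over the list alone), led by the intron-containing PRE3 (3.73), but 28 were lower with library size only, and 3 were higher without SmD1-TAP replicate 1, 2 without control replicate 1, 4 without SmD1-TAP replicate 2, 3 without control replicate 2 and 1 with DESeq2. Of 21 general stress targets 1 was higher and 4 lower (also when adjusted over the list alone), CTT1 at -1.81 among them, with none in either direction by DESeq2, 2 lower without SmD1-TAP replicate 1, SmD1-TAP replicate 2 or control replicate 2, and 21 lower with library size only. Of 25 spliceosome protein genes 5 were higher and 1 lower, of 15 targets of the unfolded protein response 2 and 1, of 37 ribosome biogenesis genes 4 and 0 (3 when adjusted over the list alone), of 11 Yap1 targets 4 and 0, of 11 cytoplasmic decay factors 2 and 0, of 9 mRNAs attenuated by Nrd1 4 and 0, led by RPL30 (5.14), of 8 exosome and TRAMP genes 0 and 1, of 4 histone genes 2 and 0, of 5 phosphate genes 0 and 1 (0 when adjusted over the list alone) and of 4 MATa-specific genes none; the counts adjusted over the list alone are equal where none is given, and with library size only most genes of each of these lists were lower. The higher genes numbered 3 for spliceosome proteins and 1 for histones without SmD1-TAP replicate 1, 1 for the unfolded protein response without SmD1-TAP replicate 1 or 2, 2 for ribosome biogenesis without SmD1-TAP replicate 2, 1 for mRNAs attenuated by Nrd1 without control replicate 2, and 1 for decay factors without SmD1-TAP replicate 1, control replicate 1 or control replicate 2. No gene was lower on the lists of export factors (without SmD1-TAP replicate 2 or control replicate 2), spliceosome proteins (without SmD1-TAP replicate 1 or 2 or control replicate 1), the unfolded protein response (without SmD1-TAP replicate 1 or control replicate 1), the exosome and TRAMP (without SmD1-TAP replicate 1) and phosphate genes (without any 1 of the 4 libraries). By DESeq2 none of the lists named in this paragraph had a lower gene, and the higher genes numbered 1 for mRNAs attenuated by Nrd1, 2 for ribosome biogenesis, 1 for histones and 1 for decay factors. Lower calls appeared for ribosome biogenesis without control replicate 1 and for Yap1 targets without SmD1-TAP replicate 1. They rose for the exosome and TRAMP without control replicate 2. With distinct intervals 1 ribosome biogenesis gene, 1 Yap1 target and 3 exosome and TRAMP genes were lower. SAG1, the only MATalpha-specific gene tested, was at -1.96 and passed only when adjusted over the list alone. Over all 124 tested ribosomal protein genes 114 were higher and none lower (117 when adjusted over the list alone), and 63 were higher and 15 lower with library size only (camera adjusted p = 0.460 with an estimated correlation). The 299 tRNA genes together had 2 and 0 reads in SmD1-TAP and 2 in the controls and were not tested, and rRNA took 0.0933% and 0.0505% of the SmD1-TAP reads and 0.156% and 0.274% of the control reads.

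The lowest genes in SmD1-TAP were those with no or few reads there: YPS3 had 0 reads against 15 and 13, at least 4.28-fold lower, RAD24 and HMS2 were at least 3.21-fold lower and HIR1 at least 2.45-fold, with a floor of 3 reads over the 2 SmD1-TAP libraries, and SSN2 and FLO11, with 1 read each, were at pooled ratios of 0.0589 (counting interval 0.00145–0.349) and 0.0605 (0.00149–0.359).

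The 408 intronless genes higher in SmD1-TAP were weighed against technical explanations. With library size only 43 of them were still higher, so the scaling factors alone do not account for those. The other 365 had a median log2 fold change of -0.74 there, above the -2.35 of all genes; this scaling lowers all genes alike, so the loss of their calls says nothing of the cause, and their median lies above the typical gene but not above the total RNA recovered. Of 387 of the 408 tested with distinct intervals 343 (88.6%) were called there too, which argues against identical intervals from amplification as the cause. Only 28.2% were longer than the median tested intronless gene (1605 bases), a length that splits all tested genes evenly, so the called genes were shorter than the others, and an effect of short coding regions cannot be told apart from other causes by this share. No biological explanation was tested on these genes beyond the splice signals and Sm sites. Introns outside the coding region, which the annotation does not give, were not looked for.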
